# tauFisher predicts circadian time from a single sample of bulk and single-cell pseudobulk transcriptomic data

**DOI:** 10.1038/s41467-024-48041-6

**Published:** 2024-05-07

**Authors:** Junyan Duan, Michelle N. Ngo, Satya Swaroop Karri, Lam C. Tsoi, Johann E. Gudjonsson, Babak Shahbaba, John Lowengrub, Bogi Andersen

**Keywords:** Circadian rhythms, Computational models, Time series, Transcriptomics, Computational platforms and environments

## Abstract

As the circadian clock regulates fundamental biological processes, disrupted clocks are often observed in patients and diseased tissues. Determining the circadian time of the patient or the tissue of focus is essential in circadian medicine and research. Here we present tauFisher, a computational pipeline that accurately predicts circadian time from a single transcriptomic sample by finding correlations between rhythmic genes within the sample. We demonstrate tauFisher’s performance in adding timestamps to both bulk and single-cell transcriptomic samples collected from multiple tissue types and experimental settings. Application of tauFisher at a cell-type level in a single-cell RNAseq dataset collected from mouse dermal skin implies that greater circadian phase heterogeneity may explain the dampened rhythm of collective core clock gene expression in dermal immune cells compared to dermal fibroblasts. Given its robustness and generalizability across assay platforms, experimental setups, and tissue types, as well as its potential application in single-cell RNAseq data analysis, tauFisher is a promising tool that facilitates circadian medicine and research.

## Abstract (web summary)

There is a need to determine circadian time in gene expression datasets. Here, authors built tauFisher, a pipeline that predicts circadian time labels from single transcriptomic samples. tauFisher will be useful for determining body clock time in circadian medicine and for research.

## Introduction

Organisms have evolved intrinsic circadian clocks that help them anticipate and adjust to environmental changes caused by the 24-hour rotation of the Earth^1,2^. The mammalian circadian clock is a biochemical oscillator powered by transcription-translation loops consisting of a positive arm and a negative arm^1–3^. In the positive arm, BMAL1 and CLOCK promote the expression of clock-controlled genes, including the negative arm factors PER and CRY. PER and CRY inhibit the activating effect of BMAL1-CLOCK, leading to 24-hour oscillations.

In mammals, the suprachiasmatic nucleus (SCN) of the hypothalamus is the central pacemaker that coordinates and synchronizes circadian rhythms in peripheral tissues through neuronal and hormonal signals^4^. Besides signals from the SCN, environmental signals such as temperature^4^, feeding^5,6^, and direct light^7^ can selectively set peripheral clocks, sometimes causing asynchrony between the central and peripheral clocks. Epidemiological studies of shift workers and chronically jet-lagged individuals show correlations between circadian disruption and cardiovascular diseases^8^, mental health disorders^9^, metabolic diseases^10–12^, as well as cancer in various organs^13,14^, including skin^15,16^, breast^17,18^, and prostate^19,20^.

The goal of the nascent field of circadian medicine is to consider circadian rhythm and its disruption in patient care. As the rhythm of a patient or diseased tissue is not necessarily synchronized with the external light-dark cycle, an important challenge in circadian medicine is to determine the internal circadian time of the patient or the tissue of focus. Such information can determine the optimal time of treatment and identify conditions that might benefit from restoring circadian functions^21,22^. Current methods of circadian time determination for a patient include the dim-light melatonin-onset assay^23^, as well as circadian rhythm inference from body temperature^24^, or cortisol levels in biofluids^25^.

Additionally, determining the circadian time of a sample is important for research. With the explosion of bulk and single-cell transcriptomics datasets, there is a growing effort to integrate and compare such datasets. As about 10% of the transcriptome has diurnal expression patterns, analyzing such datasets without their timestamps may lead to inconsistent observations that are dependent on the time of sample collection. Hence, there is a need to develop a method that can determine the circadian time of such datasets.

Several groups have developed methods to infer the circadian time of a sample (organism, organ, or tissue) based on transcriptomic data. CYCLOPS^26,27^ uses an autoencoder neural network to infer circadian phases by ordering the data collected from the entire periodic cycle. ZeitZeiger^28^ identifies useful features (genes) for prediction, scales the feature expression over time, applies sparse principal component analysis, and predicts according to maximum likelihood estimation. BIO_CLOCK^29^ uses supervised deep neural networks with coupled sine and cosine output units. TimeSignatR^30^ applies within-subject renormalization and an elastic net predictor, making it generalizable between transcriptomic data from different assay platforms. More recently, a Bayesian variational inference approach called Tempo^31^ was designed to predict the circadian phase in single-cell transcriptomics and to quantify estimation uncertainty.

Among the methods mentioned above, CYCLOPS, ZeitZeiger, BIO_CLOCK, and TimeSignatR can infer circadian time from bulk transcriptomic data and are generalizable for different tissues. But, they have limitations. CYCLOPS outputs the relative ordering, instead of timestamps, of samples, and requires reconstruction to incorporate every new sample as it does not require prior training data. ZeitZeiger frequently runs into linear dependency issues, needs to be retrained before each prediction, and is not generalizable between transcriptomic platforms. BIO_CLOCK does not require re-training for each prediction but is not time-efficient. TimeSignatR performs well if there are two test samples and it achieves its best performance when the two samples are 12 hours apart.

Here, we present tauFisher, a pipeline that can accurately predict circadian time from a single transcriptomic data irrespective of the assay platform. tauFisher improves on previous methods in several ways: (1) it does not require the training data to be a complete time series; (2) the within-sample normalization step allows tauFisher to give an accurate prediction from just one sample; (3) since tauFisher only needs a few features to make accurate predictions, training and testing are computationally efficient; (4) tauFisher is platform agnostic and users only need to train the predictor once and can use the same predictor to make predictions for external datasets of the same tissue, regardless of the platform; and (5) tauFisher trained on bulk sequencing data is able to accurately predict the circadian time of single-cell RNA sequencing (scRNAseq) pseudobulk data, and it can be used to investigate circadian phase heterogeneity in different cell types.

We collected a time series of scRNAseq data from mouse dermis in this study and found that most of the rhythmic processes are metabolism-related in dermal fibroblasts, whereas almost all rhythmic processes are related to immune responses in dermal immune cells. Additionally, we found that the amplitude of the collective rhythm is dampened in dermal immune cells compared to dermal fibroblasts. Incorporating tauFisher with bootstrapping revealed that circadian phase heterogeneity contributes to the dampened collective rhythm as well as fewer rhythmic genes found in dermal immune cells.

## Results

### Overview of tauFisher

tauFisher is an assay platform-agnostic method that predicts circadian time from a single transcriptomic sample. The training part of the pipeline, which requires a time series of transcriptomic data, consists of five main steps: (1) identifying diurnal genes with a period length of 24 hours, (2) curve fitting using functional data analysis to fill in the missing time points and to decrease noise in the training data, (3) within-sample normalization by calculating and scaling the difference in expression for each pair of predictor genes, (4) linearly transforming the scaled differences using principal component analysis, and (5) fitting a multinomial regression on the first two principal components (Fig. 1, Methods).

**Fig. 1:**
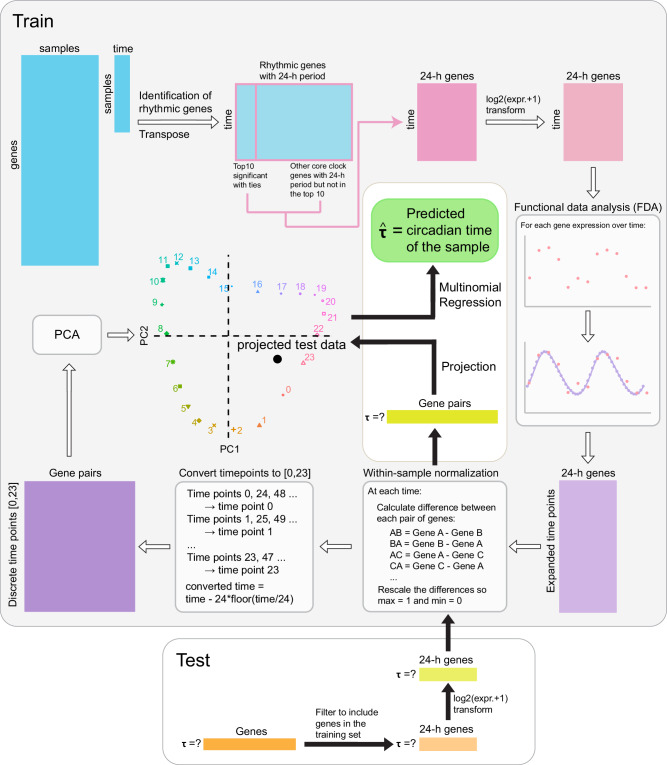
The tauFisher pipeline involves multiple steps. Key steps of the tauFisher pipeline include the identification of rhythmic genes using MetaCycle, functional data analysis, within-sample normalization, linear transformation, and multinomial regression.

For testing, a transcriptomic sample without a time label is trimmed to include only the predictor genes identified in the training data. After the within-sample normalization step, the test sample is projected to the principal component space, and multinomial regression is performed to predict the time of the test sample (Fig. 1, Methods).

### tauFisher achieves high accuracy when trained and tested on bulk-level transcriptomic data

To assess the robustness and accuracy of tauFisher in predicting circadian time from a single sample of transcriptomic data, we applied tauFisher to a diverse set of data collected from different species, tissues, and assay platforms (Table 1).

**Table 1:** Datasets from different species, tissues, and assay platforms were used to benchmark tauFisher’s ability to predict circadian time

Data	Year	GEO	Species	Tissue	Platform	Sampling Frequency	Time Course Duration
Zhang R et al.^56^	2014	GSE54650	*Mus musculus*	Kidney	Affymetrix Mouse Gene 1.0 ST Array	2h	48h
Zhang R et al.^56^	2014	GSE54650	*Mus musculus*	Liver	Affymetrix Mouse Gene 1.0 ST Array	2h	48h
Zhang R et al.^56^	2014	GSE54650	*Mus musculus*	Brainstem	Affymetrix Mouse Gene 1.0 ST Array	2h	48h
Zhang R et al.^56^	2014	GSE54650	*Mus musculus*	Cerebellum	Affymetrix Mouse Gene 1.0 ST Array	2h	48h
Zhang R et al.^56^	2014	GSE54651	*Mus musculus*	Kidney	Illumina HiSeq 2000	6h	48h
Zhang R et al.^56^	2014	GSE54651	*Mus musculus*	Liver	Illumina HiSeq 2000	6h	48h
Zhang R et al.^56^	2014	GSE54651	*Mus musculus*	Brainstem	Illumina HiSeq 2000	6h	48h
Zhang R et al.^56^	2014	GSE54651	*Mus musculus*	Cerebellum	Illumina HiSeq 2000	6h	48h
Arnardottir ES et al.^64^	2014	GSE56931	*Homo sapiens*	Blood	Custom Affymetrix Microarray	4h	72h
Braun R et al.^30^	2018	GSE113883	*Homo sapiens*	Blood	Illumina NextSeq 500	2h	28h
Geyfman M et al.^34^	2012	GSE38622	*Mus musculus*	Skin	Affymetrix Mouse Gene 1.0 ST Array	4h	48h
Tognini P et al.^36^	2020	GSE157077	*Mus musculus*	SCN	Illumina HiSeq 4000	4h	24h

For each benchmark dataset, we generated 100 random train and test partitions (without replacement) of the samples. In each partition, we used 80% of the samples for training and 20% for testing. We compared tauFisher to the current state-of-the-art methods: ZeitZeiger^28^ and TimeSignatR^30^.

We define a prediction within two hours of the true time to be correct. Using other time ranges to define correctness minimally changes the benchmark outcome (Supplementary Table 1).

For eleven out of the twelve benchmarking datasets, tauFisher achieved higher accuracy when using predictor genes found by JTK_Cycle^32^ instead of Lomb-Scargle^33^. For six out of the ten transcriptomic datasets collected from mice, tauFisher achieved equal or higher 2-hour accuracy using one test sample than TimeSignatR using two test samples that are 12 hours apart. tauFisher achieved lower but comparable accuracy (difference < 10%) when compared to TimeSignatR in two of the remaining four mouse datasets. For the two human blood datasets, TimeSignatR, using two test samples, outperformed ZeitZeiger and tauFisher, highlighting the importance and effectiveness of using two test samples to address human variability in circadian phase predictions (Fig. 2, Supplementary Table 2). ZeitZeiger could not predict the time for several iterations due to linearly dependent basis vectors. Interestingly, whether ZeitZeiger ran into linear dependency issues appeared to depend on the assay methods, as it ran successfully for most of the microarray data but failed to predict the time for all 100 iterations in the bulk RNAseq datasets collected from mouse kidney, liver, brainstem, and cerebellum (Fig. 2, Supplementary Table 2).

**Fig. 2:**
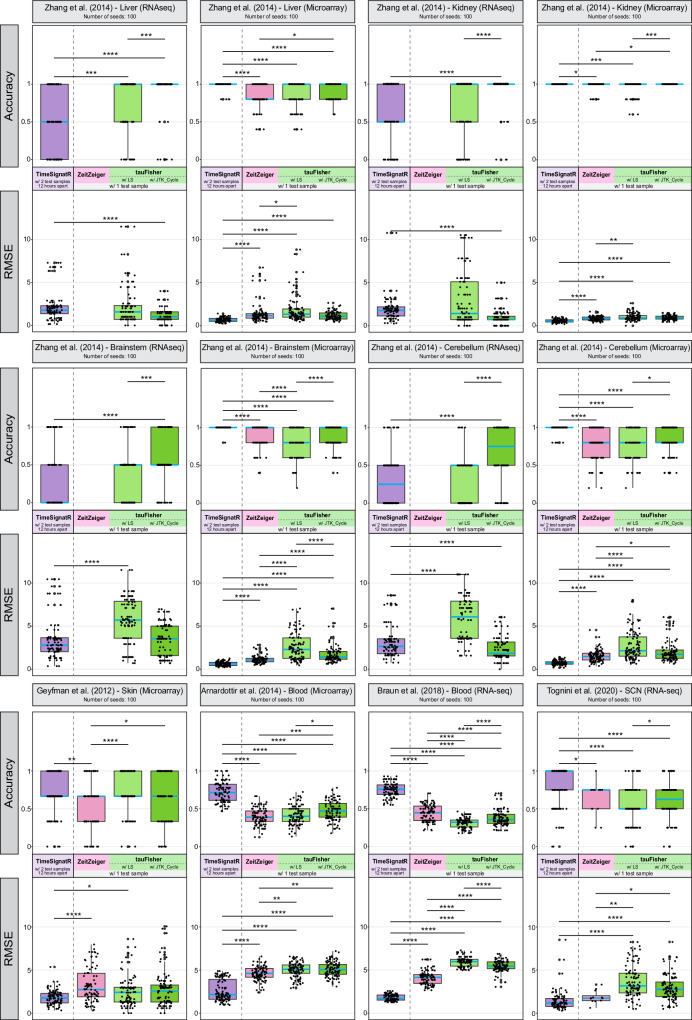
tauFisher requires only one test sample and performs well in both accuracy and RMSE for transcriptomic data collected from various organs and assay platforms. The blue line inside each box indicates the median. The bounds of the box represent the first and third quartiles. The upper and lower whiskers extend to the largest and smallest value within 1.5 times the inter-quartile range, respectively. NAs are excluded from the plot. RMSE: root mean square error. *: *p*-value ≤ 0.05, **: *p*-value ≤ 0.01, ***: *p*-value ≤ 0.001, ****: *p*-value ≤ 0.0001. *P*-values are determined using the Wilcoxon rank-sum test and adjusted using Bonferroni correction. For each dataset, *n* = 100 randomly generated training-testing partitions. Source data and exact *p*-values are provided as a Source Data file.

### tauFisher accurately predicts the circadian time for cross-platform bulk transcriptomic data

Since tauFisher gives accurate circadian time prediction for bulk transcriptomic data collected from various platforms, we examined its performance when trained and tested on datasets generated from different platforms. We used rhythmic genes identified by JTK_Cycle in the tauFisher pipeline since they gave more accurate predictions in the within-platform benchmark.

We trained tauFisher on GSE38622^34^, a microarray dataset collected from mouse dorsal skin every four hours for 48 hours under a regular 12:12 light-dark cycle (zeitgeber time [ZT] 2, 6, 10, …). The test dataset is from GSE83855^6^, a bulk RNAseq dataset collected every four hours for 28 hours under a 12:12 light-dark cycle (ZT0, 4, 8, …) from mouse dorsal skin in a time-restricted feeding study. Since the time of feeding influences tissue’s circadian clock^6,22^, we only selected the ad libidum control condition for this testing so that the time labels best represent the internal time.

Eighteen genes were selected to be predictor features. Though the training and test datasets are not on the same scale and were collected at different time points, their overall rhythmic patterns agree with each other (Fig. 3a, Supplementary Fig. 1a). For six of the eight tests, tauFisher predicted a circadian time that is within the 2-hour range from the actual time label, giving an accuracy of 0.75 and a RMSE of 4.704 (Fig. 3b). This example demonstrates tauFisher’s ability to predict circadian time across bulk transcriptomics platforms.

**Fig. 3:**
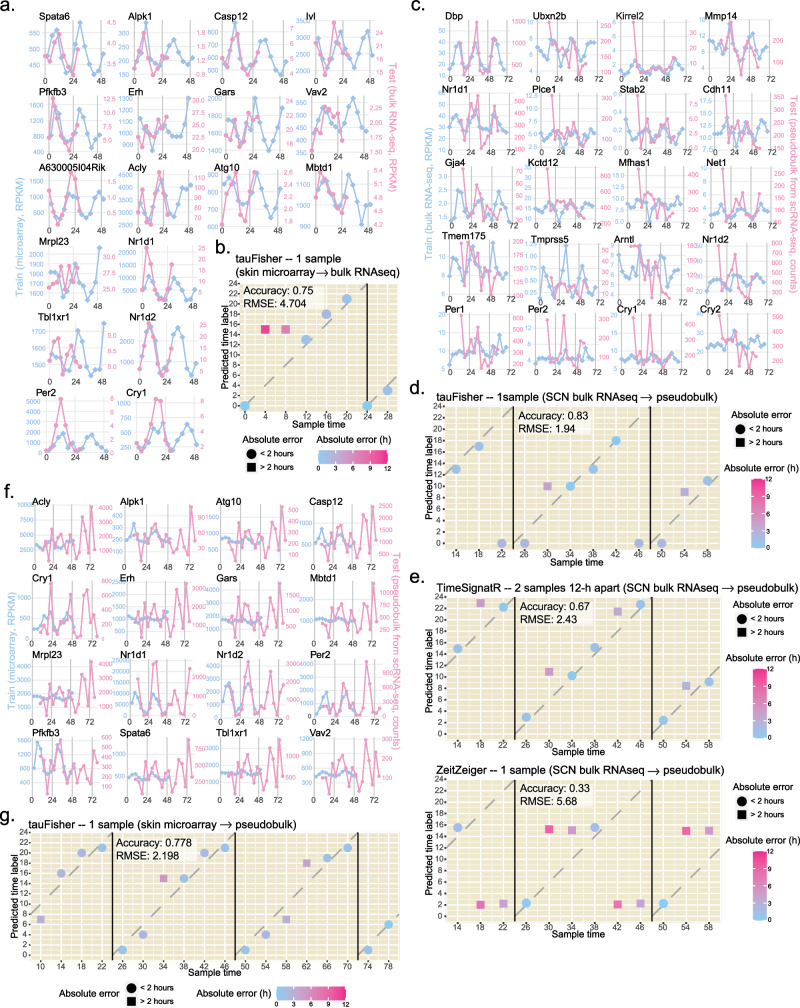
tauFisher accurately predicts circadian time when the training and test data are from different assay methods. tauFisher trained on mouse skin microarray data can predict circadian time for skin bulk RNAseq data. **a** Overlay of the predictor gene expression in GSE38622 (training) and GSE83855 (test). **b** Prediction outcomes from tauFisher. tauFisher trained on mouse SCN bulk RNAseq data can predict circadian time of pseudobulk data generated from mouse SCN scRNAseq data. **c** Overlay of the predictor gene expression in GSE157077 (training) and GSE117295 (test). **d** Prediction outcomes from tauFisher. **e** Prediction outcomes from TimeSignatR and ZeitZeiger when trained on mouse SCN bulk RNAseq and tested on mouse SCN scRNAseq pseudobulk. tauFisher trained on mouse skin microarray data can predict circadian time of pseudobulk data generated from dermis scRNAseq data. **f** Overlay of the predictor gene expression in GSE38622 (training) and GSE223109 (test). **g** Prediction outcomes from tauFisher. **b**, **d**, **e**, **g** The dashed lines mark where predictions equal truth. RMSE: root mean square error. Source data are provided as a Source Data file.

After validating tauFisher’s performance on cross-platform, bulk-level, transcriptomic datasets collected from healthy/control mouse skin, we also tested it in disturbed systems. In the test groups of the time-restricted feeding study, food was only available to mice from ZT5 to ZT9 or ZT0 to ZT4, whereas mice usually feed during early nights (ZT12-ZT16)^6^. Skin collected from these two time-restricted feeding schedules showed disturbed circadian patterns with greatly attenuated amplitude and altered peaking times that are not directly correlated with the feeding times^6^. As the system is disturbed, the sample collection time no longer represents the internal circadian time of the tissue as it does in healthy tissue (training data). Consistent with the biological observations, tauFisher trained on control skin microarray data predicted time labels that are away from the test sample collection time, reflecting a disturbed system and the predictions are not coupled with time-restricted feeding schedules (Supplementary Fig. 2a). tauFisher’s prediction when trained on control/healthy samples, however, can only tell whether the test system is disturbed or not, and does not provide a measurement of how much the system is disturbed.

We also trained the tested tauFisher within the disturbed systems. Within each of the two time-restricted feeding schedules, we performed leave-one-out cross-validation by reserving each sample for testing and using the remaining samples for training. tauFisher produced high accuracy (feeding ZT5-ZT9: accuracy = 0.875; feeding ZT0-ZT4: accuracy = 1) and low RMSE (feeding ZT5-ZT9: RMSE = 2.236; feeding ZT0-ZT4: RMSE = 1.061) for both disturbed systems (Supplementary Fig. 2b). The fact that tauFisher trained on samples collected from a disturbed system can add time labels to samples from the same disturbed system suggests that robust correlations between diurnal genes still exist in the disturbed system, and such relationships are different from the ones in the control/healthy individuals.

### tauFisher trained on bulk RNAseq data and microarray data accurately predicts the circadian time of scRNAseq samples

tauFisher’s ability to predict circadian time is not limited to cross-platform bulk-level transcriptomic datasets. It can add circadian timestamps to scRNAseq samples as well. In particular, tauFisher only needs to be trained on a time series of bulk-level transcriptomic data, which is more abundant and cheaper to collect than a scRNAseq data time series.

Since most published scRNAseq datasets do not have time labels, the selection of datasets for testing was limited. Here we tested tauFisher on scRNAseq data collected from the mouse SCN^35^ and mouse dermal skin (collected in this study).

GSE117295^35^ includes twelve single-cell SCN samples collected from circadian time (CT) 14 to 58 every four hours (CT14, 18, 22, …) under constant darkness, and one light-stimulated SCN sample. Since light immediately induces differential expression of rhythmic genes^35^, only the samples from the control experiment were used for the benchmark. For each of the twelve samples, a pseudobulk dataset was generated for testing (Methods). For training, we chose GSE157077^36^, a time series of bulk RNAseq data collected from the mouse SCN every four hours under a regular 12:12 light-dark cycle starting at ZT0. Since each time point in the training dataset contains three replicates, instead of averaging them, we concatenated the replicates so that the input training data spans 72 hours.

Twenty genes from the training data passed the feature selection criteria. These genes display robust rhythms in both the training data and the test pseudobulk data (Fig. 3c, Supplementary Fig. 1b). The raw input test data appeared to be noisier as it was not normalized by the total number of reads in each sample. tauFisher does not require the data to be preprocessed before input into the pipeline, as within-sample normalization is an intermediary step.

In ten out of the twelve tests, tauFisher predicted a time that is within 2-hour of the labeled time, resulting in a high accuracy of 0.833 and a low RMSE of 1.936 (Fig. 3d, Supplementary Fig. 3a). Although neither TimeSignatR nor ZeitZeiger claims to be able to add time labels to scRNAseq data, we still tested their performance. tauFisher outperformed TimeSignatR and ZeitZeiger in both accuracy and RMSE (Fig. 3d, e).

To ensure that tauFisher’s performance on scRNAseq data is consistent in peripheral clocks, we performed scRNAseq on adult wild-type C57BL/6J mouse dorsal dermis every four hours for 72 hours under 12:12 light-dark cycle. 

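Dorsal dermis of 18 mice, 3 at each of 6 zeitgeber times 4 hours apart, was dissociated to single cells and each mouse gave 1 droplet library. Zeitgeber time (ZT) counts hours from lights on. The authors aligned the reads and counted unique molecular identifiers (UMIs, 1 per captured transcript) per gene and barcode with CellRanger 3.1.0 on the mouse mm10 genome, and deposited these raw counts without normalization. The deposited matrices hold 23990 barcodes in all, from 318 to 2322 per library with a median of 1197. Between 4850221 and 40827442 UMIs were counted per library, with a median of 17295072.5. The sample labels give collection hours from 2 to 70, while the Source Data list hours from 10 to 78, and both give the same zeitgeber times. The hours of the Source Data were used. Their order over the replicates was taken from the collection hours in the labels. Mice of a zeitgeber time were collected on different days, so replicate and day of collection cannot be separated. From the counts, pseudobulks were made by summing UMIs over all barcodes of a library, over the cells that passed the authors' filter, or over the cells of a cell type. Genes were tested for a 24 h rhythm in these sums across the 18 libraries, so that the mouse and not the cell was the replicate.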

The pseudobulk matrices for the 18 samples were computed directly from the unprocessed data. 

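Summed over all deposited barcodes, the 18 pseudobulks held 361594855 UMIs, of which 327772978 came from cells that passed the authors' filter. The median barcode of a library held between 6987.5 UMIs, in ZT6 replicate 2, and 19371 UMIs, in ZT6 replicate 1. No normalization was applied to these sums.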

We trained tauFisher on GSE38622^34^, a time series of skin microarray data. 

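The 16 predictor genes found in the pseudobulk data summed to between 2115 UMIs, in ZT18 replicate 1, and 23688 UMIs, in ZT2 replicate 3. No predictor gene was at 0 in any of the 18 libraries. The lowest count was 6 UMIs for Alpk1 in ZT18 replicate 1, the library with the fewest predictor UMIs.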

Because two of the rhythmic genes, *A630005I04Rik* and *Ivl*, are not present in the pseudobulk data, only 16 features were selected in the tauFisher pipeline in this test (Fig. 3f, Supplementary Fig. 1c).

Although the input test data, the unnormalized pseudobulk data, appear to be noisy, tauFisher successfully predicts circadian times for the 18 samples thanks to the within-sample normalization step in the tauFisher pipeline. In 14 out of the 18 tests, tauFisher predicted circadian time within 2 hours of the labeled time, giving a high accuracy of 0.778 and a low RMSE of 2.198 (Fig. 3g, Supplementary Fig. 3b).

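The counts of the 16 predictor genes, summed over all deposited barcodes, were equal to the counts in the Source Data for all 18 libraries. The predictor was written anew, and whether its components are scaled was chosen by comparison with the published predictions (Fig. 3g), so the predicted times hold no evidence that is independent of the study. They were within 2 hours of the label for 14 of 18 libraries, with a median absolute error of 1.5 hours and an RMSE of 2.198 hours. In 100000 random reassignments of the zeitgeber times to the 18 libraries, at most 12 predictions and at the median 4 fell within 2 hours (permutation test, one-sided, p = 1e-05, the smallest these draws can give). The errors above 2 hours were all in libraries of ZT10 and ZT14. ZT10 replicates 1 and 3 were predicted 3 hours early, ZT10 replicate 2 was predicted 5 hours late and ZT14 replicate 3 was predicted 4 hours late. With scaled components, 5 of 18 predictions were within 2 hours and the RMSE was 5.76 hours. With counts per 10000 in place of raw counts, 10 were within 2 hours. From these predictions, together with its tests on other tissues, the paper concludes that a predictor trained on bulk data can assign times to single-cell samples.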

In sum, we have demonstrated that tauFisher trained on bulk-level transcriptomic data, either bulk RNAseq or microarray data, can accurately predict the circadian time for scRNAseq data, making it particularly useful for expanding the current scRNAseq database for circadian studies by adding time labels to existing scRNAseq data.

### Collective circadian rhythms are dampened in dermal immune cells compared to dermal fibroblasts

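Among the cells that passed the authors' filter, with a median of 16379 to 25855 UMIs per cell depending on the library, most clock genes had no UMI in most cells. No UMI of Cry1 was found in 80.4% of these cells, of Per2 in 79.7%, of Arntl in 79.5%, of Nr1d1 in 65.3%, of Per1 in 62.2%, of Dbp in 58.5%, of Per3 in 57.7%, of Cry2 in 57.1% and of Nr1d2 in 50.7%. Over all deposited barcodes, the share without a UMI was higher for each of these 9 genes, from 64.4% for Nr1d2 to 86.0% for Cry1.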

Due to the frequency of sequencing dropouts of clock genes in scRNAseq data, investigating the circadian clock within each cell is not yet achievable. To overcome this limitation, previous studies have used pseudobulk approaches to investigate the clock in scRNAseq data^35^.

To validate the pseudobulk approach for studying the circadian clock in mouse dermis, we normalized the pseudobulk scRNAseq data and compared it with the published microarray data GSE38622 from mouse whole skin^34^. 

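Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126 in GRCm38) and Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) had opposite phases in the whole-sample pseudobulk. Arntl was at 0.323 ± 0.0133 normalized counts per 10000 at ZT22 and 0.0184 ± 0.0115 at ZT10 (mean ± SD, n = 3 libraries). Dbp was at 2.15 ± 0.149 at ZT10 and 0.0669 ± 0.00201 at ZT22 (n = 3). By edgeR's quasi-likelihood test of a 24 h rhythm with Benjamini-Hochberg adjustment over all genes, 8 of the 9 core clock genes had an adjusted p under 0.05. The adjusted p was 3e-07 for Nr1d1, 3.62e-06 for Arntl and 1.45e-06 for Dbp, and 0.211 for Cry2. All 9 passed when adjusted over the list alone, which the study chose as clock genes. The 24 h peak times of the pseudobulk differed from those of the study's microarray values by a median of 0.677 h over the 9 genes. The largest difference was that of Per1, at 8.32 h in the pseudobulk with a jackknife standard error of 0.945 h and at 10.6 h in the microarray. Across the 6 zeitgeber times, the correlation of the means was between 0.703, for Cry2, and 0.994, for Dbp, and above 0.9 for 6 of the 9 genes. Each of these correlations rests on 6 means that follow the same cycle.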

Overlay of the expression of nine core clock genes, *Arntl*, *Dbp*, *Per1*, *Per2*, *Per3*, *Nr1d1*, *Nr1d2*, *Cry1* and *Cry2*, reveals perfect consistency between the microarray data and the scRNAseq pseudobulk data (Fig. 4a), indicating that circadian clock gene expression in the dermis is captured in the pseudobulk data generated from scRNAseq data.

**Fig. 4:**
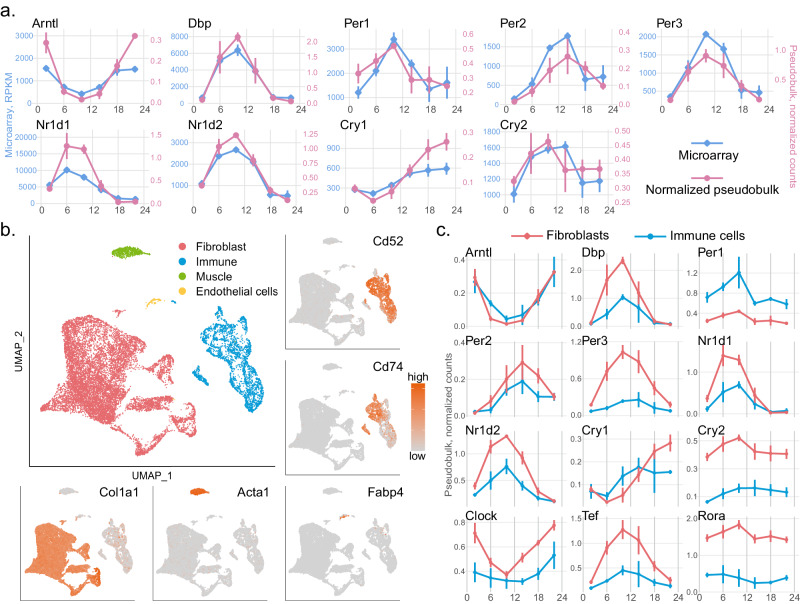
The circadian clock is present in mouse dermal fibroblasts and immune cells. **a** The normalized pseudobulk expression of the core clock genes generated from scRNAseq data (pink, *n* = 3 biologically independent samples per circadian time point) is consistent with their expression in the published microarray data (blue, *n* = 2 biologically independent samples per circadian time point, except that *n* = 3 at ZT2). Data are presented as mean values +/− SD. **b** Four major cell types, fibroblasts (red), immune cells (blue), muscle cells (green), and endothelial cells (yellow) were identified using canonical marker genes. Feature plots of the representative marker genes are shown (orange: high expression; grey: low expression); *Col1a1* for fibroblasts, *Acta1* for muscle cells, *Fabp4* for endothelial cells, *Cd52* and *Cd74* for immune cells. **c** At the pseudobulk-level, expression pattern of the core clock genes is similar in fibroblasts (red) and immune cells (blue), while the amplitudes of the oscillations are dampened in immune cells for most of the core clock genes. n = 3 biologically independent samples per circadian time point. Data are presented as mean values +/− SD. Source data are provided as a Source Data file.

To study the circadian clock at a cell-type level in the skin, we integrated all samples and performed scRNAseq analysis to identify cell types. 

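The authors' filter, 850 to 7800 detected genes and under 13% mitochondrial UMIs, was applied to the deposited barcodes and kept 16877 cells. Between 177 cells, in ZT18 replicate 1, and 1998 cells, in ZT2 replicate 3, were kept per library, with a mean of 937.6 and a median of 811. The mean per zeitgeber time was 2813 cells. The kept cells had between 3777201 and 40094033 UMIs per library.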

In total, 16,866 cells passed the quality control, with around 950 cells per sample and around 2800 cells per ZT. 

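The study's cell labels were not used here, and cell types were rebuilt by clustering the cells that passed the filter and naming clusters from marker genes set in advance. Fibroblast-like clusters, with Col1a1, Col1a2, Col3a1, Dcn, Lum and Pdgfra, held 12157 cells (72.0%) and immune-like clusters held 3303 cells (19.6%). A muscle-like cluster with Acta1 and Ckm held 734 cells (4.35%) and an endothelial-like cluster held 27 cells (0.16%). A further 433 cells (2.57%) were red-blood-cell-like with haemoglobin genes, 53 were keratinocyte-like and 170 (1.01%) were left unnamed. The median was 22177 UMIs per fibroblast-like cell and 10982 per immune-like cell. Doublets were not removed in the main setting. Scrublet's own threshold marked 70 cells (0.41%), too few to count as working. One of the fibroblast-like clusters was led by interferon-response genes such as Ifit1 and Isg15, another by genes that include Cxcl10 and Il6, and a further 2 by Krtdap and Dmkn. At a higher clustering resolution, 11872 cells were fibroblast-like, 2983 immune-like, 48 red-blood-cell-like, 17 keratinocyte-like and 1203 unnamed.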

Four major cell types, fibroblasts (*N* = 12,649), immune cells (*N* = 3353), muscle cells (*N* = 722) and endothelial cells (*N* = 142) were identified using canonical marker genes (Fig. 4b). 

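Under 20 muscle-like cells were found in 6 of 18 libraries, with a median of 33 and a range of 1 to 102 cells. Under 20 endothelial-like cells were found in all 18 libraries, with 5 at most in a library. By contrast, the fibroblast-like pseudobulks were summed over 107 to 1549 cells and the immune-like pseudobulks over 30 to 440 cells.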

Due to low cell counts for muscle and endothelial cells (*N* < 20) in some samples, we could not generate a reliable time series of pseudobulk data for these two cell types. Thus, we focus on the circadian clock in dermal fibroblasts and immune cells in this study.

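The 12 clock genes of Fig. 4c were compared between single fibroblast-like and immune-like cells. Over the cells as deposited, the standard deviation of the log-transformed level was higher in fibroblasts for 8 of 12 genes. Since fibroblast-like cells had more UMIs, all cells were also thinned to 5000 UMIs, which left out 228 of 12157 fibroblast-like and 640 of 3303 immune-like cells. After thinning, the standard deviation was higher in fibroblasts for 10 of 12 genes. For Dbp it was 0.645 in fibroblasts and 0.46 in immune cells, while for Per1 it was 0.386 and 0.601. The highest log level was higher in fibroblasts for 5 of 12 genes over the cells as deposited and for 6 of 12 after thinning, with 4 equal to 3 digits. These are values over cells of all libraries and times and were not tested across mice. Arntl and Per1, with the greater spread in immune cells after thinning, also had the higher mean level there, 1.13 and 2.74 times that in fibroblasts. Thinning did not remove such differences in level, and the highest levels were taken over more fibroblast-like than immune-like cells.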

In general, at the single cell level, the expression ranges of the core clock genes are similar in the two cell types, and the measurements of the clock genes in fibroblasts are more variable (Supplementary Fig. 4). To compare the core clock in fibroblasts and immune cells, we computed and normalized the pseudobulk data for each of the two cell types in each sample. Both fibroblasts and immune cells possess robust circadian clock at the pseudobulk level. 

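In fibroblasts, JTK_Cycle gave a p-value under 0.05 for 10 of the 12 genes of Fig. 4c, and in immune cells for 8 of 12. The p-value of Nr1d2 was 5.33e-09 in fibroblasts and 2.209e-07 in immune cells, and that of Arntl was 9.52e-08 and 7.75e-05. Cry2 and Rora did not pass in either cell type, and Cry1 (p = 0.0537 by JTK_Cycle's exact null distribution) and Clock (p = 0.0925) did not pass in immune cells. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 11 of 12 genes had an adjusted p under 0.05 in fibroblasts and 6 of 12 in immune cells. Adjusted over the list alone, 12 passed in fibroblasts and 11 in immune cells. The immune pseudobulks had 422052 to 5639210 UMIs per library and the fibroblast pseudobulks 2899049 to 33474893, so the tests in immune cells rest on fewer molecules.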

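A 24 h cosine was fitted to the normalized counts per 10000 of each of 12 clock genes in each cell type over the 18 libraries. The amplitude was lower in immune cells for 11 of 12 genes, all but Per1. The geometric mean of the immune over fibroblast amplitude ratio was 0.564 (permutation test that swapped the cell types within libraries, two-sided, p = 0.00094). The amplitude of Dbp was 1.20 ± 0.122 in fibroblasts and 0.485 ± 0.0869 in immune cells (± jackknife standard error, n = 18 libraries), and that of Per3 was 0.461 ± 0.0364 and 0.105 ± 0.0250. The amplitude of Per1 was 0.101 ± 0.0222 in fibroblasts and 0.264 ± 0.0778 in immune cells. For 7 of 12 genes the difference had an adjusted p under 0.05. The mean level was lower in immune cells for 10 of 12 genes. When each amplitude was divided by the gene's mean level, the geometric mean ratio was 1.00 (same permutation test, p = 0.981), with 10 of 12 genes lower in immune cells and Cry2 and Rora higher by factors of 2.59 and 3.09. Among the 10 genes with a JTK_Cycle p under 0.05 in fibroblasts, 10 of 10 had a lower relative amplitude in immune cells. For this list, chosen after seeing the data, the relative ratio was 0.815 (permutation test, p = 0.0648). The swaps exchange mean level and rhythm together, so these p-values do not test a difference in amplitude apart from one in level. Peak times differed by a median of 0.785 h and by under 2 h for 9 of 12 genes. Cry1 peaked 3.09 ± 0.899 h earlier in immune cells, and its rhythm differed between the cell types by edgeR's interaction test (adjusted p = 0.0273). The adjusted p of this difference was under 0.05 in 15 of the 18 fits that each left out one library, with 0.0689 as the highest.

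**Figure D1:**
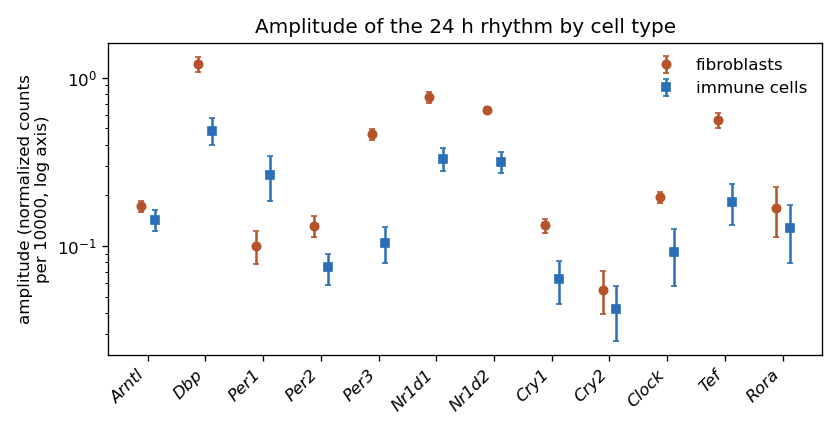
Amplitude of the 24 h rhythm, in normalized counts per 10000 on a log axis, of 12 clock genes in fibroblasts (circles) and immune cells (squares), with jackknife standard errors over 18 libraries. The immune value is the lower of the pair for 11 of 12 genes and the higher for Per1.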

While the overall rhythms in the two cell types are consistent with each other, with core clock gene expressions peaking and troughing around the same time, the amplitudes of the oscillations are reduced in the immune cells compared to fibroblasts, indicating a dampened collective clock in immune cells (Fig. 4c). Whether this observation indicates less synchronous clocks in immune cells than in fibroblasts, or weaker clock function in each individual immune cell, is not known.

### Dermal fibroblasts and immune cells harbor different rhythmic pathways and processes

To study diurnal genes and pathways in dermal fibroblasts and immune cells, we used JTK_Cycle to identify rhythmic genes from the normalized pseudobulk data. 

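JTK_Cycle was written anew and its way of breaking ties was chosen among 7 versions by comparison with the study's published p-values. On normalized pseudobulks of the rebuilt cell types it gave a p-value under 0.05 for 2055 of 22111 genes in fibroblasts and 464 of 19614 genes in immune cells. These p-values were not adjusted for the number of genes. With Benjamini-Hochberg adjustment, 259 genes in fibroblasts and 1 gene in immune cells were under 0.05. When the 18 libraries were put in random order, the median count was 438 genes in fibroblasts and 382 in immune cells, and 1 of 100 orders for fibroblasts and 25 of 100 for immune cells, the real one included, gave as many genes as the real order. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1752 of 12757 genes were rhythmic in fibroblasts and 7 of 10671 in immune cells, with 3764 and 859 at an unadjusted p under 0.05. The 5 genes with the smallest adjusted p were Arntl, Dgat2, Dbp, Nfil3 and Nr1d2 in fibroblasts. The alternative that moved the edgeR count in immune cells most was DESeq2, with 34 genes.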

We identified 1946 and 432 rhythmic genes in fibroblasts (Supplementary Data 1) and immune cells (Supplementary Data 2), respectively (Fig. 5a). The fewer rhythmic genes in immune cells is not caused by the lower cell count of immune cells, as randomly down-sampling the fibroblasts to the number of immune cells produced similar results. 

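Fibroblasts were drawn at random to the number of immune cells in each library, 20 times. JTK_Cycle then found a median of 1285.5 rhythmic genes, between 1176 and 1415, of which a median of 793 were also found with all fibroblasts. With the drawn fibroblasts also thinned to the UMI total of the immune cells of their library, the median was 1042 genes, between 996 and 1115. Both lie above the count in immune cells. By edgeR with Benjamini-Hochberg adjustment, 5 such draws gave a median of 790 rhythmic genes and 528 after thinning, also above the count in immune cells. The paper reasons from its own down-sampling that the lower cell number does not explain the lower count in immune cells.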

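By JTK_Cycle, 76 genes had a p-value under 0.05 in both cell types. In random orders of the libraries, at most 66 and at the median 10 genes did so, and none of the 99 random orders reached 76. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 7 genes that passed in immune cells also passed in fibroblasts: Nr1d2, Dbp, Nr1d1, Arntl, Tspan4, Per3 and Tef, a list short enough to give in full. The test of the difference between the cell types, with the library as a block, called 31 of 13000 genes (1115 at an unadjusted p under 0.05).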

Only 79 genes were rhythmic in both cell types, with most of them related to the core clock network and metabolism.

**Fig. 5:**
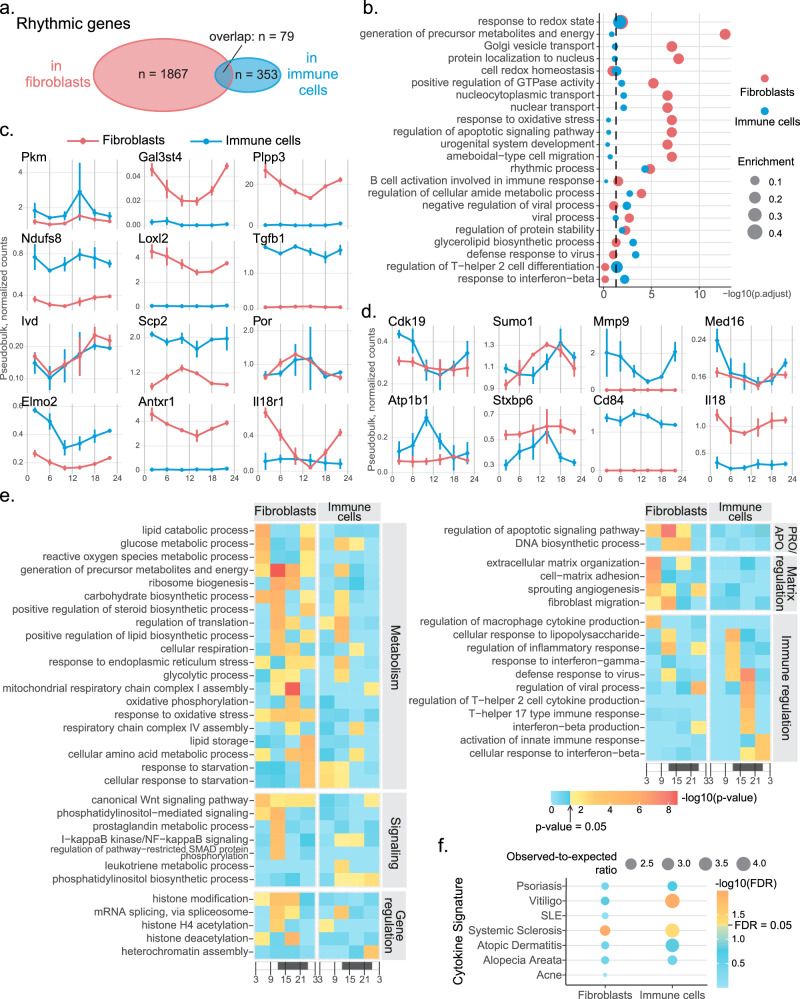
Different rhythmic processes are present in mouse dermal fibroblasts and immune cells. **a** JTK_Cycle identified 1946 rhythmic genes in dermal fibroblasts (red) and 432 rhythmic genes in dermal immune cells (blue). Only 79 rhythmic genes are shared by the two cell types. **b** Gene Ontology analysis performed on rhythmic genes in fibroblasts (red) and immune cells (blue) reveals divergent biological processes being diurnally regulated in the two cell types. The dot size represents the enrichment score. The vertical dashed line marks adjusted *p*-value = 0.05. *P* values are determined using a hypergeometric test and adjusted using the Benjamini-Hochberg procedure. Expression of some of the rhythmic genes found in fibroblasts (**c**), and immune cells (**d**). *n* = 3 biologically independent samples per circadian time point. Data are presented as mean values +/− SD. **e** A heatmap showing *p*-values for some of the biological processes enriched by rhythmic genes peaking during each quarter-day time range. Color represents *p*-value. Blue: insignificant; yellow to red: significant with red representing a lower *p*-value. *P*-values are determined using hypergeometric test. x-axis represents time, with white being day and black being night. **f** Rhythmic genes in mouse dermal fibroblast and immune cells significantly enrich for genes within 200 kb of the GWAS signals of immune-mediated skin conditions. Blue: insignificant; yellow to orange: significant with orange representing lower FDR; FDR false discovery rate. Source data are provided as a Source Data file.

Gene Ontology analysis revealed that rhythmic processes in fibroblasts and immune cells are different. 

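The gene annotation behind the term tests was not used here, so the genes the study lists for each term were tallied. These lists were chosen on the same libraries and so give no independent evidence for a term. Of the genes listed for rhythmic process, 37 of 44 had a JTK_Cycle p under 0.05 in fibroblasts and 15 of 20 in immune cells. For nucleocytoplasmic transport in fibroblasts it was 48 of 52 genes. For regulation of cellular amide metabolic process it was 49 of 54 genes in fibroblasts and 17 of 20 in immune cells, and for regulation of protein stability 26 of 35 and 9 of 14.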

Shared terms reflect basic cell integrity maintenance and function, including nucleocytoplasmic transport, regulations of cellular amide metabolic process, regulation of protein stability, and rhythmic process (Fig. 5b). For fibroblasts, additional metabolism processes and migration are significantly enriched in the rhythmic genes (Fig. 5b, red). 

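Of the 77 genes listed for generation of precursor metabolites and energy in fibroblasts, 70 had a count under the names in the files and 56 had a JTK_Cycle p under 0.05. Of these 77 genes, 38 were rhythmic by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 66 genes listed for ameboidal-type cell migration, 64 passed JTK_Cycle and 51 passed edgeR. In immune cells, 3 of the former and none of the latter genes passed JTK_Cycle.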

For immune cells, the rhythmic genes enrich immune responses including defense response to virus, regulation of T-helper 2 cell differentiation, and response to interferon-beta (Fig. 5b, blue).

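Of the 16 genes the study lists for defense response to virus in immune cells, 12 had a JTK_Cycle p under 0.05 there and none of these 16 in fibroblasts. Of the 16, 4 had an unadjusted p under 0.05 in immune cells by edgeR's quasi-likelihood test and none an adjusted p under 0.05. For the same term in fibroblasts the study lists 24 genes, of which 16 had a JTK_Cycle p under 0.05 there and 13 an edgeR adjusted p under 0.05. For response to interferon-beta it was 6 of 7 genes by JTK_Cycle, with 3 at an unadjusted p under 0.05 and none after adjustment by edgeR. For regulation of T-helper 2 cell differentiation it was 1 of 3 genes by JTK_Cycle, with 3 at an unadjusted p under 0.05 and none after adjustment by edgeR. A term with so few genes rests on single genes.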

We selected some of the rhythmic genes in fibroblasts (Fig. 5c) and immune cells (Fig. 5d) and compared their expression patterns in the two cell types. For fibroblasts, we highlight genes related to glucose metabolism (*Pkm*), glycosylation (*Gal3st4*, *Plpp3*), oxidative phosphorylation (*Ndufs8*), collagen regulations (*Loxl2*, *Tgfb1*), amino acid metabolism (*Ivd*), sterol synthesis (*Scp2*, *Por*), and cell adhesion and migration (*Elmo2*, *Antxr1*), suggesting circadian regulation of the above processes at a molecular level (Fig. 5c, Supplementary Data 1). 

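All 12 genes of Fig. 5c had a JTK_Cycle p under 0.05 in fibroblasts and an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were selected by the study on these libraries. The smallest adjusted p was that of Por (3.28e-07) and the largest that of Pkm (0.0258), whose JTK_Cycle p was 0.0301. In immune cells, 2 of the 12 genes, Ivd (p = 0.0404) and Elmo2 (p = 0.000827), passed the exact test of JTK_Cycle. By edgeR, none of the 11 that could be tested there passed after adjustment over all genes, with 3 at an unadjusted p under 0.05. The difference between the cell types had an adjusted p under 0.05 for 2 of the 12 genes, Il18r1 and Tgfb1 (adjusted p = 0.0492). For Tgfb1, the adjusted p was under 0.05 with 3 of 5 alternatives, between 0.0162 and 0.11, and in 4 of the 18 fits that each left out one library, the highest being 0.122.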

Interestingly, while some genes are only significantly rhythmic in fibroblasts because they are not expressed in immune cells (e.g. *Loxl2*), some are expressed at similar or higher levels in immune cells, but are not significantly rhythmic in the latter (e.g. *Ndufs8*, *Scp2*), indicating cell-type specific circadian regulations.

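Loxl2 was at a mean of 3.56 normalized counts per 10000 in fibroblasts and 0.0951 in immune cells. Ndufs8 was at 0.344 in fibroblasts and 0.724 in immune cells, and Scp2 at 1.07 and 1.95. The JTK_Cycle p in immune cells was 1 for Loxl2, 0.859 for Ndufs8 and 0.476 for Scp2. Scp2 ranged from 0.899 ± 0.0758 at ZT2 to 1.32 ± 0.0741 at ZT10 in fibroblasts and from 1.75 ± 0.219 at ZT14 to 2.08 ± 0.0590 at ZT2 in immune cells (mean ± SD, n = 3 libraries). Whether the rhythms differ was tested by edgeR's interaction of cell type and time with Benjamini-Hochberg adjustment. The adjusted p was 0.567 for Ndufs8, 0.0556 for Scp2 and 0.946 for Loxl2. With DESeq2 in place of edgeR, the adjusted p of Scp2 was 1.68e-05, the lowest over 5 alternatives, of which 3 were under 0.05 and the highest was 0.143. Of the 18 fits that each left out one library, only that without ZT22 replicate 2 had an adjusted p under 0.05 for Scp2 (0.0468).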

In the immune cells, genes related to inflammatory and immune response (*Cdk19*, *Cd84*), post-translational modification (*Sumo1*), extracellular matrix regulation (*Mmp9*), transcription regulation (*Med16*), electrochemical gradient maintenance (*Atp1b1*), and intercellular communication (*Stxbp6*) are rhythmic (Fig. 5d, Supplementary Data 2). 

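In immune cells, 5 of the 6 genes Cdk19, Cd84, Mmp9, Med16, Atp1b1 and Stxbp6 had a JTK_Cycle p under 0.05, from 0.000534 for Cdk19 to 0.0301 for Cd84. Atp1b1 did not pass the exact test of JTK_Cycle (p = 0.12), except when ZT22 replicate 2 was left out (p = 0.0162). It was at 0.238 ± 0.0819 normalized counts per 10000 at ZT10 and 0.087 ± 0.0755 at ZT18 (mean ± SD, n = 3 libraries). All 6 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test and none an adjusted p under 0.05 over all genes. Adjusted over the list alone, 6 passed, but the study chose the list on these libraries. The smallest adjusted p over all genes was 0.0814, for Mmp9. Mmp9 was at 2.12 ± 0.503 normalized counts per 10000 at ZT22 and 0.498 ± 0.159 at ZT14 (n = 3). The mean level of Mmp9 was 0.00221 normalized counts per 10000 in fibroblasts and 1.40 in immune cells. At so low a level a rhythm in fibroblasts can hardly be measured, so a test of the difference in rhythm says little. For Mmp9 the adjusted p of the difference between the cell types by edgeR's interaction test was 0.0518. It was under 0.05 with 2 of 5 alternatives, between 0.0112 and 0.153, and in 3 of the 18 fits that each left out one library. In those fits it ranged from 0.00744 without ZT2 replicate 3 to 0.334 without ZT14 replicate 3.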

We note that *Sumo1* is rhythmic in both fibroblasts and immune cells, but the expression peaks 4 hours later in immune cells than in fibroblasts.

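Il18r1 (ENSMUSG00000026070, chromosome 1, 40465552 to 40500854 in GRCm38) rose from 0.0393 ± 0.0074 normalized counts per 10000 at ZT14 to 0.661 ± 0.0580 at ZT2 in fibroblasts (mean ± SD, n = 3 libraries). In immune cells its lowest mean was 0.0856 ± 0.0604 at ZT22 and its highest 0.143 ± 0.0527 at ZT6 (n = 3), a difference within the spread of the replicates. The adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 3.88e-05 in fibroblasts and 0.89 in immune cells. The adjusted p of the difference between the cell types was 0.0157. It stayed under 0.05 in 17 of the 18 fits that each left out one library and was 0.0523 without ZT14 replicate 3.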

Interestingly, the expression of *Il18r1* is significantly rhythmic with high amplitude in fibroblasts (*p*-value = 2.21 × 10^−7^), but not in immune cells (*p*-value = 0.7104) (Fig. 5c). The level of IL18, the ligand that binds to IL18R1, was found to be rhythmic in mouse peripheral blood^37^. 

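Il18 was at a mean of 1.04 normalized counts per 10000 in fibroblasts and 0.27 in immune cells. Its JTK_Cycle p was 0.31 in fibroblasts and 0.196 in immune cells, or 0.0113 there without ZT18 replicate 2. In immune cells the means were between 0.208 ± 0.0170 at ZT6 and 0.33 ± 0.121 at ZT2 (mean ± SD, n = 3 libraries). The adjusted p of edgeR's quasi-likelihood test was 0.0936 in fibroblasts and 0.822 in immune cells.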

Here, *Il18*, is significantly rhythmic in neither fibroblasts (*p*-value = 0.3097) nor immune cells (*p*-value = 0.0925) (Fig. 5d). But, it is possible that the insignificance of the *p*-value for immune cells is caused by noise introduced by summing the expression of all types of immune cells while it is mostly expressed in the myeloid cells.

To further explore the rhythmic pathways in dermal fibroblasts and immune cells, we divided the list of rhythmic genes into four groups based on their peaking time (Methods): day (ZT3 - ZT9), evening (ZT9 - ZT15), night (ZT15 - ZT21), and morning (ZT21 - ZT3 of the next day). The rhythmic genes are roughly evenly split: in fibroblasts, 426 peak during the day, 554 peak in the evening, 545 peak at night, and 421 peaks in the morning (Supplementary Data 1); in immune cells, 129 peaks during the day, 111 peaks in the evening, 87 peak at night, and 105 peaks in the morning (Supplementary Data 2). 

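Peak times were taken from a 24 h cosine fitted to each gene with a JTK_Cycle p under 0.05. In fibroblasts, 338 peaked during the day, 534 in the evening, 643 at night and 540 in the morning. In immune cells, 155 peaked during the day, 67 in the evening, 106 at night and 136 in the morning. With the peak times of JTK_Cycle in place of the fitted cosine, the counts were 369, 525, 632 and 529 in fibroblasts and 132, 92, 114 and 126 in immune cells.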

We then performed Gene Ontology analysis on the quarter-day rhythmic gene lists to identify the biological processes that are upregulated at different times of the day. We highlight some of the terms related to metabolism, signaling, cell proliferation and apoptosis, gene regulation, matrix regulation, and immune regulation (Fig. 5e).

During evening and night, when mice wake up, start feeding, and become active, processes such as the generation of precursor metabolites and energy, cellular respiration, and mitochondrial respiratory chain complex I assembly are upregulated in fibroblasts (Fig. 5e, Supplementary Data 3). 

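The study's quarter-day term lists were used only in part, for fibroblasts up to terms of genes that peak at night, and the genes of each list were tallied without a new term test. Of the 23 genes listed for generation of precursor metabolites and energy at night, 19 had a JTK_Cycle p under 0.05 and 14 had a fitted peak at night. For cellular respiration it was 9 of 11 genes, and 9 of 11 peaked at night. For complex I assembly it was 10 of 11 genes by JTK_Cycle and 3 of 11 by edgeR with Benjamini-Hochberg adjustment, with 7 peaking at night.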

Meanwhile, glycolytic processes are upregulated in fibroblasts, which is consistent with the finding that glycolysis is preferred at night in epidermal stem cells^38^. Additionally, similar to epidermal stem cells, more dermal fibroblasts may be in the S-phase of the cell cycle during the evening and night, as the DNA biosynthetic process is enriched during this time. 

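The study lists 5 genes for glycolytic process among fibroblast genes that peak at night. Here 4 of the 5 had a JTK_Cycle p under 0.05, 1 an adjusted p under 0.05 by edgeR, and 3 a fitted peak at night.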

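For DNA biosynthetic process at night the study lists 11 genes. Of these, 9 had a JTK_Cycle p under 0.05, 7 an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 7 a fitted peak at night.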

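For regulation of apoptotic signaling pathway, 14 fibroblast genes are listed by the study at night. A JTK_Cycle p under 0.05 was found for 12 of them and an edgeR adjusted p under 0.05 for 7. The fitted peak was at night for 6 genes, in the morning for 6 and in the evening for 2.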

Various signaling pathways are also enriched during this time, including the prostaglandin metabolic process and regulation of the apoptotic signaling pathway. 

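Of the 20 genes the study lists for histone modification among fibroblast genes that peak at night, 17 had a JTK_Cycle p under 0.05, 9 an edgeR adjusted p under 0.05 and 12 a fitted peak at night. Of the 11 genes listed for mRNA splicing via the spliceosome, 11 passed JTK_Cycle, 8 passed edgeR and 9 peaked at night.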

Gene-regulatory mechanisms such as histone modification and mRNA splicing are upregulated during the evening and night in fibroblasts. Fibroblast migration peaks at night, which is consistent with previous findings that mouse wounds heal fastest during the active phase^39^. 

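For fibroblast migration at night the study lists 3 genes. All 3 had a JTK_Cycle p under 0.05 and 2 an edgeR adjusted p under 0.05. Of the 3, 1 had a fitted peak at night and their mean peak was at 13.6 h, in the evening.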

Immune regulation is also circadian regulated in fibroblasts, as terms including regulation of inflammatory response are enriched during this time. Compared to dermal fibroblasts during the evening and night, fewer terms related to metabolism, signaling, and gene regulation are enriched in dermal immune cells (Fig. 5e, Supplementary Data 4). But, almost all immune regulation terms such as defense response to the virus and interferon-beta production are upregulated in dermal immune cells during the evening and night, potentially contributing to shorter healing duration for wounds occurring during mice’s active phase as well^39^. Additionally, such findings in mice imply that circadian regulation of immune response may be related to the more severe symptoms of inflammatory skin diseases, such as psoriasis, in the evening and at night^22,40^.

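Of the 16 genes listed for defense response to virus in immune cells, the fitted peak was at night for 10, in the morning for 4, in the evening for 1 and during the day for 1. Among them are 9 that the study lists for this term at night, of which 8 had a fitted peak at night. Of the 7 genes listed for response to interferon-beta, 6 peaked in the morning and 1 at night. Taken as a group of 9 antiviral genes, the mean of their standardized levels over the 18 libraries peaked at 18.9 h in immune cells, without a rhythm beyond chance (one-sided permutation test of the amplitude, p = 0.25). This mean was highest in ZT14 replicate 1 in both cell types, while the summed level in fibroblasts was highest in ZT22 replicate 1. In immune cells the mean was 2.51 SD in ZT14 replicate 1, and -0.470 and -0.659 SD in ZT14 replicates 2 and 3. The permutation test was not run without ZT14 replicate 1, so it does not rule out a rhythm in the other libraries.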

In the morning and during the day, mice sleep and have lower food intake. Consistently, rhythmic genes peaking during this time in fibroblasts enrich for lipid catabolic process, glucose metabolic process, lipid storage, and response to starvation. Interestingly, extracellular matrix organization and cell-matrix adhesion peak during the day, possibly preparing for fibroblast migration, which peaks in the evening (Fig. 5e, Supplementary Data 3). For immune cells, rhythmic genes peaking during the morning and day generate fewer terms than the ones peaking during the evening and night, especially in the immune regulation category (Fig. 5e, Supplementary Data 4). Interestingly, rhythmic genes in the mouse dermal fibroblasts significantly enriched for genes linked to SNPs associated with systemic sclerosis^41^, an inflammatory disease with increased collagen production by fibroblasts. Rhythmic genes in mouse dermal immune cells significantly enrich for SNPs associated with not only systemic sclerosis, but also vitiligo^42^, a disease characterized by immune-mediated depigmentation of the skin (Fig. 5f).

In sum, we found that more genes are collectively rhythmic in fibroblasts than in immune cells, while only a few rhythmic genes are shared. Additionally, more metabolism processes are diurnally regulated in fibroblasts, with respiration peaking during the evening and night, and response to starvation and lipid storage peaking during the morning and day. On the other hand, immune regulation is almost exclusively upregulated by rhythmic genes that peak during the evening and night in immune cells. Importantly, rhythmic genes found in both fibroblasts and immune cells significantly enrich Genomewide Association Studies (GWAS) SNPs associated with human skin immune-mediated conditions, pointing to a potential link between the skin circadian clock and autoimmune diseases of the skin.

### tauFisher determines that circadian phases are more heterogeneous in dermal immune cells than in fibroblasts

Analysis of the pseudobulk data from dermal fibroblasts and immune cells reveals dampened amplitudes of the core clock genes (Fig. 4c) in the immune cells and finds fewer rhythmic genes in immune cells than in fibroblasts (Fig. 5a). This observation could mean that each individual immune cell harbors weaker circadian clock, and/or the immune cells have more heterogeneous phases, so collectively they display a dampened clock. Note that variations of mean expression in single cells (vertical shifts of expression curves) do not cause dampened amplitudes at the pseudobulk level (Supplementary Fig. 5c, d), so this scenario is not considered in the following analysis.

To investigate the cause behind the dampened clock in dermal immune cells, we executed a bootstrapping approach that incorporates tauFisher for its ability to predict circadian time for transcriptomic data at different scales (Fig. 6a). Since the heterogeneity of a set of heterogeneous clocks should be captured at any given time point, we performed the analysis within each time point. The workflow involves the following steps: (1) trimming the scRNAseq data so that the expression matrix only includes the predictor genes identified in the training data and the cells labeled to be the interested cell types; (2) randomly sampling the same number of cells for each cell type to remove potential bias caused by different cell numbers, and summing the transcript counts in the pulled cells for each gene to create a pseudobulk dataset; (3) repeating the random sampling process (step 2) with replacement many times to create pseudobulk replicates for each cell type; and (4) predicting circadian time labels for the pseudobulk replicates using tauFisher. The idea is that if the cells harbor synchronous clocks, the pseudobulk replicates calculated from different rounds of sampling will be similar. In this case, the distribution of predicted time labels will be more concentrated. On the other hand, if the cells harbor heterogeneous clocks, the pseudobulk replicates calculated from the cells in different rounds of sampling will differ depending on which cells are pulled. The distribution of the prediction outcome in this case will be wider. Since the prediction outcomes are circular data, we then perform Rao’s Tests for Homogeneity and Wallraff Test of Angular Distances to compare the mean and the dispersion around the mean.

**Fig. 6:**
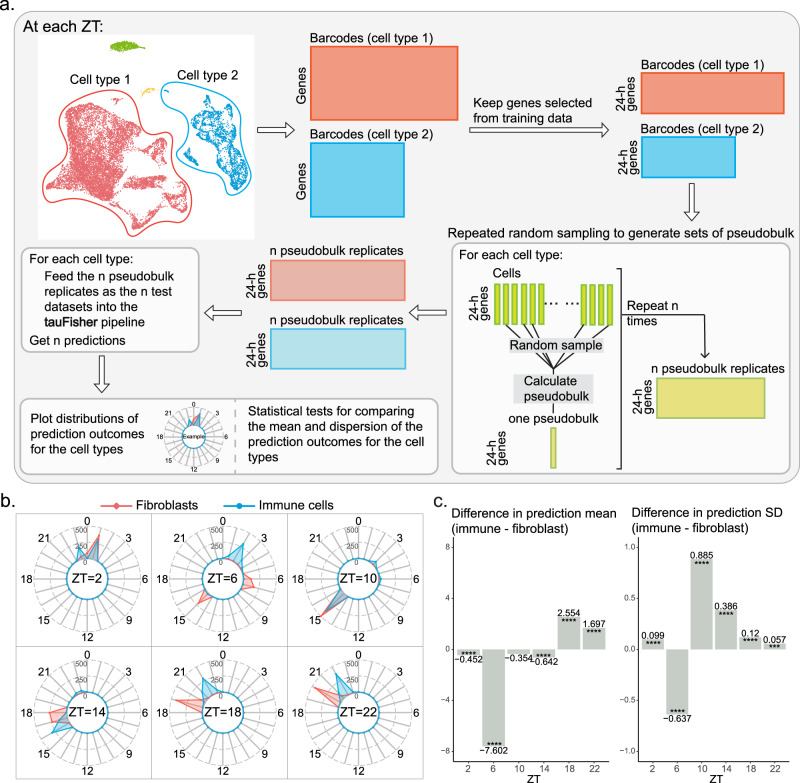
tauFisher incorporated with bootstrapping suggests that the circadian phases in dermal immune cells are more heterogeneous than in dermal fibroblasts. **a** A general overview of the pipeline that incorporates tauFisher with bootstrapping. **b** Radar plots showing the distribution of the prediction outcome for 500 pseudobulk replicates from dermal fibroblasts (red) and immune cells (blue). **c** Bar plots showing the differences between the prediction mean (left) and standard deviation (right) at each ZT (immune cells - fibroblasts). ****p-value ≤ 0.0001. *P*-values are determined using Rao’s Tests for Homogeneity and the Wallraff Test of Angular Distances. Source data and exact *p*-values are provided as a Source Data file.

To ensure that the pipeline works as expected, we generated simulated single-cell circadian gene expression datasets to represent a group of synchronized but dampened clocks (Supplementary Fig. 5a), and a group of out-of-phase but robust clocks (Supplementary Fig. 5b). As expected, the prediction outcome for the out-of-phase clocks has a significantly greater dispersion around the mean, indicating a more heterogeneous mixture of phases (Supplementary Fig. 5e, f).

We then applied the pipeline to the collected scRNA-seq data, focusing on the fibroblasts and immune cells. At each time point, we randomly selected *n* cells for each cell type, with *n* equal to 20% of the cell count of the cell type with the smaller population (immune cells in this dataset). Then, we used the exact same procedure to generate 500 pseudobulk replicates for the two cell types at each time point. tauFisher then predicts the circadian time for each pseudobulk replicate, yielding 500 predicted timestamps for each of the two cell types. We compared the distribution of the 500 predicted time labels of the two cell types at each time point.

In general, the prediction means are centered at different times for fibroblasts and immune cells (Fig. 6b), but around the predicted time for the whole-sample pseudobulk data (Fig. 3g). 

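In each library, cells numbering 20% of the less abundant cell type were drawn 500 times from fibroblasts and from immune cells and a time was predicted from each draw. With the libraries of a zeitgeber time pooled, as in Fig. 6, the mean predicted time was 14.9 h in fibroblasts and 10.35 h in immune cells at ZT10 (circular SD of the predictions 1.19 h and 6.99 h), 19.4 h and 21.8 h at ZT18, 20.3 h and 21.9 h at ZT22, and 6.93 h and 2.19 h at ZT6 (3.65 h and 0.849 h). At ZT14 it was 17.8 h and 17.1 h and at ZT2 0.542 h and 0.464 h. In single libraries of ZT10, replicates 1, 2 and 3, the mean was 11.6 h, 14.9 h and 8.92 h in fibroblasts and 4.86 h, 14.6 h and 13.8 h in immune cells.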

Whether one cell type’s circadian clock is ahead of the other is inconclusive (Fig. 6c). Additionally, the distributions of the prediction outcome for immune cells are mostly multimodal and not as centered as the prediction distribution for fibroblasts (Fig. 6b). Indeed, the standard deviation of the prediction distribution is significantly greater for immune cells for five out of the six ZTs (Fig. 6c). This means that the bootstrapping pulled from a more heterogeneous population when sampling the immune cells, and thus implying that the clock phases are more heterogeneous in immune cells than in fibroblasts.

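The predictor gives whole hours. In the 500 draws of a library it gave between 3 and 12 different hours for fibroblasts, with a median of 4.5 over the libraries, and between 4 and 13 for immune cells, with a median of 9.5. More different hours were given for immune cells in 14 of 18 libraries, for fibroblasts in 1, and as many for both in 3. The number of modes was not tested.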

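The circular SD of the 500 predicted times was computed in each of the 18 libraries, so that mice and not draws are the replicates. It was greater in immune cells in 13 of 18 libraries, with a mean difference of 0.54 ± 1.66 h (SD, n = 18; permutation test of the signs, two-sided, p = 0.187). The difference was 5.49 h in ZT10 replicate 2 and -2.41 h in ZT6 replicate 2, where fibroblasts had the greater spread. Without ZT10 replicate 2 the mean difference was 0.249 h, and without ZT6 replicate 2 it was 0.714 h (permutation test, p = 0.0495). In all 3 libraries of ZT6 the spread was greater in fibroblasts. With the libraries of a zeitgeber time pooled, immune cells had the greater spread at 5 of 6 times, all but ZT6, and the mean difference was 0.874 h (exact permutation test over 6 times, p = 0.531). The draws of fibroblasts held more UMIs of the predictor genes, for example 864 against 460.1 in ZT10 replicate 2. With fibroblast draws thinned to the same UMIs, the mean difference was 0.416 h (permutation test, p = 0.273). With libraries pooled and fibroblast draws thinned in this way, immune cells had the greater spread at 4 of 6 times. From the greater spread at most times, the paper proposes that clock phases are more heterogeneous in immune cells.

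**Figure D2:**
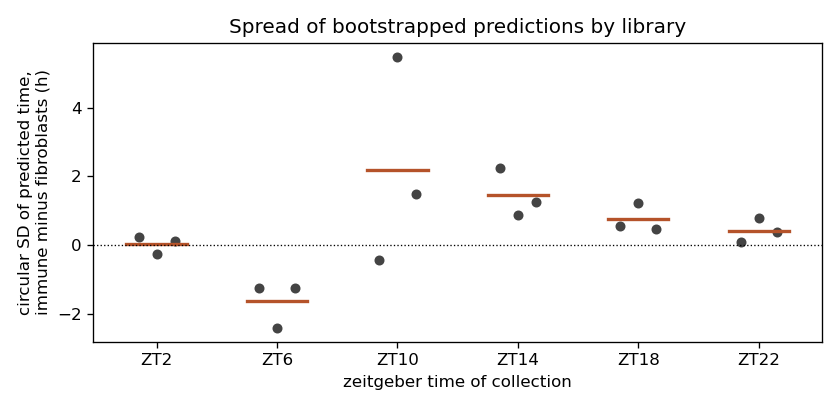
Difference in circular SD of predicted times, immune cells minus fibroblasts, in hours. Points are single libraries by zeitgeber time of collection, 3 per time, and lines are their means. Points of ZT6 lie below 0, and the largest is ZT10 replicate 2, at 5.49 h.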

In sum, we were able to use tauFisher to obtain insights into the circadian heterogeneity for different cell types by predicting the circadian time for random samples from each of the cell types. We hypothesize that the circadian clock is more heterogeneous in dermal immune cells than in dermal fibroblasts, and such heterogeneity may be the reason behind the dampened core clock and fewer rhythmic genes we found in immune cells based on collective, cell-type level, gene expression data. Such a result is not unexpected, as the fibroblasts (Supplementary Fig. 6a, b) may be more homogeneous in their biological function than the immune cells, which contain dendritic cells as well as different types of macrophages and lymphocytes (Supplementary Fig. 6d, e) that serve different immune functions. 

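Within the immune-like cells, clustering gave 17 sub-clusters, of which 3 stayed unnamed, among the others macrophage-like, monocyte-like, dendritic-like, T-cell-like, innate-lymphoid-like, mast-cell-like and neutrophil-like cells. The fibroblast-like cells fell into 9 clusters. None of the 17 shares of immune sub-clusters followed a 24 h rhythm after Benjamini-Hochberg adjustment over the 18 libraries (1 at an unadjusted p under 0.05, p = 0.0364 by permutation), and none of the 9 shares in fibroblasts (1 at an unadjusted p under 0.05, p = 0.0193 by permutation). The neutrophil-like share was 33.9% of immune cells in ZT14 replicate 1 and at most 7.14% in any other library.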

Unfortunately, we did not capture enough cells for each specific fibroblast and immune cell type in the scRNAseq experiment to generate reliable pseudobulk data that is required for further circadian analysis (Supplementary Fig. 6c, f).

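The largest immune sub-cluster, macrophage-like, held 582 cells over 18 libraries. Further macrophage-like sub-clusters held 409, 368, 212, 198 and 65 cells, so 582 is not the total of macrophage-like cells. The neutrophil-like sub-cluster held 147 cells, of which 62.6% came from ZT14 replicate 1. The smallest named sub-cluster, dendritic-like, held 22 cells, while another dendritic-like one held 258. Several sub-clusters had no cell in at least one library.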

## Discussion

In this study, we developed tauFisher, a computational pipeline that accurately predicts circadian time from a single transcriptomic dataset and is applicable to within-platform and cross-platform training-testing scenarios. Particularly, tauFisher trained on bulk transcriptomic data accurately adds circadian timestamps for scRNAseq samples. This method allows investigators to place circadian timestamps on transcriptomic datasets and facilitates the determination of circadian time in the context of circadian medicine.

Most transcriptomic datasets in public genomics repositories lack circadian time labels, which complicates integration with or comparison to other datasets. Adding time labels for existing transcriptomic datasets is important, as the clock modulates the expression of many protein-coding genes; it is necessary to know whether a significant gene is truly differentially regulated by a condition or the expression appears to be different because the samples were collected at different times. Also, computationally adding circadian timestamps to existing transcriptomic datasets collected from various platforms, including from scRNAseq, opens up new possibilities for circadian research and allows investigators to take full advantage of the shared resource in an efficient and inexpensive way.

Circadian time determination is also a key step in the implementation of circadian medicine. To maximize effectiveness while minimizing side effects of treatments, it is necessary to take into consideration the patient’s and relevant tissue’s actual circadian time. For example, on-pump cardiac surgeries in the afternoon are less likely to cause perioperative myocardial injury than when conducted in the morning^43^, and cancer radiation therapy in the morning causes less skin damage than in the afternoon^44^.

There have been several predictors of circadian time based on transcriptomic data^28–30^, but to ensure the wide applicability of this approach, an assay platform-agnostic method requiring low number of test samples is desired. tauFisher is preferable as it can accurately determine circadian time from a single sample of transcriptomic data collected from various assay methods including scRNAseq.

Once trained, tauFisher requires a single transcriptomic sample to predict the circadian time. We examined tauFisher’s ability to predict circadian time when the training and test data are from the same study, and we benchmarked it against state-of-the-art methods ZeitZeiger^28^ and TimeSignatR^30^. tauFisher using one test sample achieved similar accuracy and RMSE for most of the datasets when compared to TimeSignatR which required two test samples that were 12 hours apart. ZeitZeiger failed to run for several of the datasets due to linear dependency issues, and its success was dependent on the assay platform (Fig. 2, Supplementary Table 2). When it did run, ZeitZeiger achieved similar accuracy and RMSE as tauFisher, possibly because both predictors build on principal component analysis, suggesting that the molecular clock is well captured and represented by orthogonal linear combinations of predictor genes.

One of the most powerful features of tauFisher is its ability to accurately predict the circadian time when trained and tested on datasets collected from different assay platforms under different experimental settings. tauFisher achieves high accuracy and low RMSE in not only bulk-to-bulk cross-platform predictions but also bulk-to-scRNAseq predictions. While it is usually assumed that bulk RNAseq data are consistent with pseudobulk data calculated from scRNAseq data, it is necessary to verify this assumption in circadian studies. The experimental settings for bulk and single-cell RNA extraction are different in terms of digestion duration and temperature, a factor that can alter the clock^4^. In this paper, we verify the consistency of circadian patterns in the two types of data by overlaying the expression of core clock genes (Fig. 4a); tauFisher’s successful bulk-to-pseudobulk predictions (Fig. 3d, g) reassure such consistency. tauFisher outperformed ZeitZeiger and the two-sample TimeSignatR method, and the robustness in performance despite drastically different assay methods and experimental setups suggests that tauFisher captures and extracts the underlying biological correlations in gene expressions while minimizing the effects of the noise and variability introduced by subjects and technology.

Two key steps in tauFisher help achieve this: functional data analysis for training data and within-sample normalization for both training and test data. Functional data analysis for the training data enables tauFisher to remove minor noise, smooth the time expression curves, and generate the expression data between the sampled time points. The within-sample normalization step for both training and test data calculates the difference between each pair of predictor genes at a given time point so that the feature matrix is expanded while some baseline noise is removed. The differences between the genes are then re-scaled to be between 0 and 1 so that the data become unit-less. Doing so in parallel on the training and test datasets brings them individually to the same scale, instead of batch-correcting the train to the scale of the test or the opposite. This allows the testing of independent datasets without re-training. We note that this within-sample normalization is different from the within-subject normalization in TimeSignatR^30^, which is based on mean expression calculated from multiple samples collected from more than one-time point over the circadian cycle.

Despite its unique circadian time prediction ability, tauFisher can be improved in several ways. While tauFisher performs well in terms of both accuracy and RMSE in almost all mouse benchmark datasets, its performance on human blood samples is subpar. Such performance can be attributed to greater human variability in expression patterns of the clock caused by hormones, stress, living style, and diet. A recently proposed pipeline called TimeMachine attempted to infer the circadian phase from a single human blood sample and reported 2-hour accuracy of 40 ~ 55%^45^. On the other hand, TimeSignatR using two human blood samples 12 hours apart achieved ~ 73% 2-hour accuracy (Fig. 2), emphasizing the necessity to address individual variability when predicting circadian phases for human samples and the effectiveness of the two-sample within-subject normalization step. One assumption of tauFisher’s within-sample normalization step is that the differences between predictor genes are solely dependent on circadian time, and this step only removes uniform elevation or depression in expression values of clock genes. To further improve tauFisher’s flexibility and performance on human data, it is worthwhile to incorporate a within-sample data centering step to address the differences caused by individual variability, while making sure that only one test sample is needed to make a prediction. Additionally, using tauFisher trained on healthy/control data to predict a time for data collected from a circadian-disturbed system only maps the disturbed test onto the timescale of the healthy samples. If one prefers to project test data onto the timescale of the diseased samples, a time series of transcriptomic data from diseased individuals is required. However, the circadian pattern is dampened in many diseases including cancer^46–51^, making the expression data similar over time and thus more difficult to distinguish the time points. Although tauFisher showed promise in feeding-disturbed systems in skin and simulated dampened systems (Supplementary Figs. 2b and 5a, e), it would be valuable to further validate tauFisher on such datasets as they become available in future studies. Additionally, since uncertainty quantification may be particularly important when testing in disturbed systems, tauFisher can be improved to output confidence scores. Finally, while tauFisher accurately adds timestamps to unlabeled scRNAseq data and can predict circadian time for pseudobulk data generated from a group of cells in scRNAseq data, it cannot overcome the high sequencing dropout rate in scRNAseq and thus cannot predict circadian time at a single cell level. Future work could focus on incorporating an imputation step into tauFisher to infer expression values of predictor genes. This step may not sacrifice computation and time efficiency greatly, as tauFisher only needs around 15 genes to make predictions.

In addition to testing tauFisher on published datasets, we also collected a time series of scRNAseq from mouse dermis. Consistent with previous findings^22,52^, the circadian rhythm is robustly present in the dermis and the oscillatory patterns of the core clock genes agree with published data^34^. Comparing the rhythmic genes in fibroblasts and immune cells, we found that only a few rhythmic genes are shared by the two cell types and many pathways and processes are rhythmically regulated in a cell type-specific manner. Shared diurnally regulated terms include basic cellular functions and the rhythmic genes in fibroblasts have greater enrichment for metabolism-related terms, whereas the rhythmic genes in immune cells have greater enrichment for immune responses.

Combining tauFisher with other methods can guide the application of circadian medicine by providing additional insights and explanations of clinically observed circadian dysfunction. Dampened clock gene expression has been observed in psoriasis-affected skin^53,54^, as well as in various types of cancer^46–51^. There is also evidence that restoring dampened circadian oscillations in diseased tissues can be effective in reducing cancer cell proliferation and tumor growth^49,51^.

There are two possible behind-the-scene causes of dampened circadian rhythms at a bulk level: first, the circadian rhythm is dampened in every cell, but the cells are synchronous to each other (Supplementary Fig. 5a); second, the clock is normally functioning in every cell, but the cells are out of phase relative to each other (Supplementary Fig. 5b). Understanding which of the two scenarios is responsible for a dampened bulk-level clock gene expression is particularly important because in one case, it would be optimal to stimulate the clock to restore the circadian clock in the diseased tissue, while in the other case, synchronizing the clock is more suitable.

Here, we observed that the collective circadian rhythm in dermal immune cells is dampened compared to fibroblasts. We incorporated tauFisher with bootstrapping to investigate the cause behind the dampened collective circadian rhythm in dermal immune cells. tauFisher’s prediction outcome suggests that the circadian phases in dermal immune cells are more heterogeneous than those in dermal fibroblasts, and this heterogeneity may contribute to the dampened rhythm in immune cells at a collective level. Due to technological constraints, our claim on differences in phase heterogeneity between dermal fibroblasts and immune cells relies on the computational analysis of the mouse skin scRNAseq and the simulated single-cell data.

The advantages tauFisher brings go beyond accurately adding timestamps when incorporated with other methods. For example, combining tauFisher with a batch-effect correction method may facilitate a cleaner integration and help minimize the effect of the circadian clock in transcriptomic data analysis. This approach harbors great potential as many efforts are going into integrating datasets from different studies to create metadatabases such as in the Human Cell Atlas.

In summary, tauFisher’s consistent and robust performance in accurately predicting circadian time from a single transcriptomic data makes it a useful addition to the toolbox of circadian medicine and research.

## Methods

### tauFisher

tauFisher is a platform-agnostic method that predicts circadian time from a single transcriptomic sample. The method consists of three main steps: (1) identifying a subset of diurnal genes with a period length of 24 hours, (2) calculating and scaling the difference in expression for each pair of predictor genes, and (3) linearly transforming the scaled differences using principal component analysis and fitting a multinomial logistic regression on the first two principal components.

#### Preprocessing the expression matrix

The first step in tauFisher is to average transcript measurements by genes such that the resulting matrix consists of unique genes. The subsequent training data consist of a gene expression matrix $$X\in {{\mathbb{R}}}^{N\times P}$$ with *N* unique genes and *P* samples, and a vector $${{{{{{{\boldsymbol{\tau }}}}}}}}\in {{\mathbb{R}}}^{P}$$ of the corresponding time for each sample.

#### Identification of periodic genes

tauFisher specifies either the Lomb-Scargle^33^ or JTK_Cycle^32^ method in the meta2d function from the R package MetaCycle^55^ to determine the periodic genes. It then selects the top ten statistically significant genes with a 24-hour period length. Using different numbers of diurnal genes does affect the prediction outcome. Although choosing the top ten does not guarantee the best performance, it is a safe and reasonable choice across different datasets (Supplementary Fig. 3c). These diurnal genes are then combined with the core clock genes that also have a period length of 24 hours to create the set of predictor genes *M*. The core clock genes for consideration in tauFisher are *Bmal1*, *Dbp*, *Nr1d1*, *Nr1d2*, *Per1*, *Per2*, *Per3*, *Cry1*, and *Cry2*.

#### Data transfromation

Subsetting the averaged expression matrix *X* on the set of predictor genes *M* yields averaged gene expression matrix $${X}^{{\prime} }\in {{\mathbb{R}}}^{M\times P}$$ with *M* periodic genes and *P* samples with known time (***τ***). The matrix $${X}^{{\prime} }$$ is then log-transformed element-wise: $${X}^{{\prime} }={\log }_{2}({X}^{{\prime} }+1)$$.

#### Functional data analysis

Since experiments have different sampling intervals throughout a circadian cycle, tauFisher uses functional data analysis to represent the discrete time points as continuous functions. This allows tauFisher to evaluate and predict the circadian time of the new samples at any time point and reduces the noise from the training samples.

Briefly, each gene *m* has a log-transformed measurement at discrete time points *t*_1_,…,*t*_*P*_ ∈ ***τ*** that may or may not be equally spaced. These discrete values are converted to a function *Z*_*m*_ with values *Z*_*m*_(*t*) for any time *t* using a Fourier basis expansion:

1 $${Z}_{m}(t) \, \approx \, {\sum }_{k=1}^{K}{c}_{mk}{\phi }_{k}(t)$$

where *ϕ*_*k*_(*t*) is the *k*-th basis function for *k* = 1,…,*K*, and ∀ *t* ∈ ***τ***. *c*_*mk*_ is the corresponding coefficient. The Fourier basis is defined by *ϕ*_0_(*t*) = 1, $${\phi }_{2r-1}(t)=\sin (r\omega t)$$, and $${\phi }_{2r}(t)=\cos (r\omega t)$$ with the parameter *ω* determining the period 2*π*/*ω*. Since the log-transformed data matrix $${X}^{{\prime} }$$ is non-negative, a positive constraint is imposed such that the positive smoothing function is defined as the exponential of an unconstrained function: $${Y}_{m}(t)={e}^{{Z}_{m}(t)}$$. The smoothing function also contains a roughness penalty to prevent overfitting. In practice, tauFisher sets the number of basis functions to *K* = 5, as it produces curves that are the most sinusoidal. Users can specify a different number of basis functions.

Although functional data analysis represents the discrete time points as continuous functions for each gene, tauFisher predicts circadian time at a user-defined time interval. By default, the time intervals are set to be one hour. The fitted functions *Y*_*m*_(*t*) are evaluated at the user-defined time interval to create the smoothed expression matrix $$Y\in {{\mathbb{R}}}^{M\times T}$$, where *T* is the number of evaluated time points, and $${{{{{{{{\boldsymbol{\tau }}}}}}}}}_{F}\in {{\mathbb{R}}}^{T}$$ is the new set of time points. If the time course of the samples spans less than 24 hours, then the fitted curves are evaluated hourly from [0, 23] such that *T* = 24 to ensure all 24 hours are evaluated. If the time course duration of the samples spans greater than 24 hours, then fitted curves are evaluated from $$[\min ({{{{{{{\boldsymbol{\tau }}}}}}}}),\max ({{{{{{{\boldsymbol{\tau }}}}}}}})]$$ such that $$T=\max ({{{{{{{\boldsymbol{\tau }}}}}}}})-\min ({{{{{{{\boldsymbol{\tau }}}}}}}})+1$$.

#### Calculating and scaling the differences between each pair of genes

For each time point, tauFisher generates all possible pairings of the selected predictor genes. It then calculates the differences between the two genes’ functional data analysis-smoothed expression (stored in matrix *Y*). The resulting matrix retains differences between Gene A and Gene B (Gene A - Gene B) as well as between Gene B and Gene A (Gene B - Gene A). Then within each time point, the differences calculated from the gene pairs are scaled to be between 0 and 1 using the rescale function in R package scales. This way, 0 represents the minimum difference value and 1 represents the maximum. The formula is (value - min)/(max-min). As examples, we provided the resulting matrices for the training data (Supplementary Data 5) and the test data (Supplementary Data 6) when tauFisher was trained on GSE38622 and tested on GSE83855.

#### The multinomial regression model

The differences matrix is projected onto a lower dimensional space via principal component analysis, and the first two principal components become covariates *x*_*i*1_ and *x*_*i*2_ for observation *i* in the multinomial regressor:

2 $$\log \left[\frac{P({{{{{{{{\boldsymbol{\tau }}}}}}}}}_{Fi}=t| {x}_{i1},\, {x}_{i2})}{P({{{{{{{{\boldsymbol{\tau }}}}}}}}}_{Fi}=0| {x}_{i1},\, {x}_{i2})}\right]={\beta }_{t0}+{\beta }_{t1}{x}_{i1}+{\beta }_{t2}{x}_{i2}$$

All time points *t*_1_,…,*t*_*T*_ ∈ ***τ***_*F*_ are converted to be [0, 23], since time 0 is equal to time 24. Time zero, ***τ***_*F*_ = 0, is set as the reference level in the model. The fitted multinomial regression model is then used to predict the circadian time of the new samples. We note that since time can be ordinal (accounting for the order) or continuous between [0, 24), we also tried other models such as an ordinal regression. However, these models were not as robust as the multinomial regression model and failed to run on the entire set of time points.

### Calculating prediction error

To evaluate the performance of tauFisher, we need to calculate how close the predicted time is to the true time. Since the outcome is cyclic and ranges from [0, 23], we applied the following conversion to calculate the true difference *D* from the difference *d* between the predicted time and true time:

3 $$D=\left\{\begin{array}{ll}d-24, \hfill & {{{{{{{\rm{if}}}}}}}} \,d \, > \, 12 \hfill \\ d+24, & {{{{{{{\rm{if}}}}}}}} \,d \, < \, -12 \hfill \\ d , \hfill & {{{{{{{\rm{if}}}}}}}}\,-12 \, {\leq \, d \, \leq \, 12}\end{array}\right.$$

### scRNAseq circadian gene expression simulations

In Results, we demonstrated that tauFisher can be used to investigate circadian phase heterogeneity using simulated scRNAseq circadian gene expression data. We simulated three groups of data to represent three scenarios: (1) a group of synchronized but dampened clock genes, (2) a group of normal (robust) but asynchronous clock genes, and (3) a group of synchronized clock genes with normal amplitudes but variations in mean expression. For the three groups, the expressions of 9 representative diurnal genes over a time course of 24 hours are simulated using the following sine function:

4 $$y=A\sin \left(\frac{2\pi}{B}(x+C)\right)+D$$

where *A* is the amplitude, *C* is the phase shift, *D* is the vertical shift, the period is 2*π*/*B*, and *x* is a sequence of integers from 0 to 23. We set *B* to be 24, such that the period is 2*π*/24, and *D* to be a value big enough to ensure positive gene expression values. We used *D* = 25.

We used JTK_Cycle^32^ to identify periodic genes, and its output contains inferred amplitudes and phase shifts for each gene. As inputs for our simulated datasets, we select the inferred amplitude and phase shift values for core clock genes *Bmal1*, *Dbp*, *Nr1d1*, *Nr1d2*, *Per1*, *Per2*, *Per3*, *Cry1*, and *Cry2* from Ref. ^36^. Then, for each dataset in Group 1, we simulate the expression of gene *i* as follows:

5 $${y}_{i}=({A}_{i}\times {R}_{i})\sin \left(\frac{2\pi}{B}(x+{C}_{i})\right)+D$$

where *R*_*i*_ is one draw from a Beta(1, 2) distribution and all other parameters are as previously stated. Similarly, for each dataset in Group 2, we simulate the expression of gene *i* as follows:

6 $${y}_{i}={A}_{i}\sin \left(\frac{2\pi}{B}(x+{C}_{i}+{R}_{i})\right)+D$$

where *R*_*i*_ is one draw from a Normal(0, 6) distribution and all other parameters are as previously stated. For each dataset in Group 3, we simulate the expression of gene *i* as follows:

7 $${y}_{i}={A}_{i}\sin \left(\frac{2\pi}{B}(x+{C}_{i})\right)+D+{R}_{i}$$

where *R*_*i*_ is one draw from a Normal(0, 1) distribution and all other parameters are as previously stated. We generated 100 datasets for each group, which can be thought of as the simulated expression of 9 genes for 100 single cells over 24 hours. According to the simulations, only Group 1 and Group 2 scenarios can lead to dampened amplitudes at the pseudobulk level. Group 3 scenario is not considered as a possible cause of the dampened pseudobulk expression (Supplementary Fig. 5c, d).

We randomly select 6 time points without replacement over the course of the 24 hours to investigate circadian phase heterogeneity in the simulated data. At each time point, we randomly select 20% of the simulated single cells without replacement and sum their expression to obtain a pseudobulk dataset. We repeat this procedure 500 times for each of Group 1 and Group 2, generating 500 pseudobulk datasets per group. Then we used tauFisher to predict circadian time labels for the resulting pseudobulk datasets.

### scRNAseq experiments

#### Mouse strains and husbandry

The experiment is approved by the Institutional Animal Care and Use Committee (IACUC) at the University of California, Irvine under AUP-22-003. Wild-type male C57BL/6 mice were housed under a 12:12 light-dark cycle for two weeks prior to and during the time of the experiment. To collect telogen skin, mice were about 54 days old by the time of sample collection.

#### Sample collection and sequencing

Immediately after sacrificing a mouse with CO_2_, hair on dorsal skin was removed with an electric razor and Nair Hair Removal cream. After the dorsal skin was isolated from the body, fat and remaining blood vessels were scrapped away with a scalpel blade. A circular piece of skin was obtained with a 12mm biopsy punch, and minced into tiny pieces. The minced skin was then digested with 2mL of a solution consisting of 0.27% Collagenase IV (Sigma, C5138), 10mM HEPES (Fisher Scientific, BP310-100), 1mM Sodium Pyruvate (Fisher Scientific, BP356-100), and 5U/mL DNase I (Thermo Scientific, EN0521) at 37 °C for 1.5 hours. The suspension was then filtered with 70 μm and 40 μm cell strainers to obtain single cells. SYTOX blue viability dye (1:1000; Invitrogen, S34857) was added to the cell suspension and live cells were sorted out using FACS at the UCI Stem Cell Research Center.

Samples were collected every four hours for three days to generate in total of 18 samples, providing three biological replicates per circadian time point. The Chromium Single Cell 3’ v3 (10x Genomics) libraries were prepared and sequenced by the University of California Irvine Genomic High Throughput Facility with Illumina NovaSeq6000.

#### Statistics and reproducibility

No statistical method was used to predetermine the sample size. We chose to collect three biological replicates per circadian time point because previous circadian gene expression experiments showed that n = 3 allowed robust detection of circadian genes^6,34,35,56^. A random mouse was selected to sacrifice for each sample collection. No dataset was excluded from the analyses. During the collection and analysis of the scRNAseq data collected from mouse dermal skin, the investigators were not blinded to the time labels.

### Datasets and analysis

#### Preprocessing for benchmark

For GSE56931, we filtered out the time points related to the 38-hour continuous wakefulness and subsequent recovery sleep from the dataset provided in the TimeSignatR^30^ package, to only include the 24-hour normal baseline time points. For GSE38622, the expression matrix was normalized as described^34^. For GSE157077, we used the transcriptomes of the mice who were fed normal chow through an entire circadian cycle (24 hours). We concatenated the three replicates of 24 hours to create one set of samples over 72 hours. For GSE54650, the raw CEL files for the kidney and liver were imported using the function read.celfiles in R package oligo. Each raw data matrix was then normalized with Robust Multiarray Average (RMA) using the function rma. To map the GPL6246 platform ID_REF to Ensembl transcript IDs, we used the transcript cluster ID and gene assignments listed in the table provided at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL6246. For each transcript cluster ID, we removed all gene assignments unless they were Ensembl transcript IDs or started with Gm. If a transcript cluster ID was mapped to more than one gene, then we replicated that row by the number of genes (e.g., transcript reference ID 10344614 is assigned to three Ensembl transcript IDs so that row in the normalized dataset was replicated three times). The expression for each transcript cluster ID was then divided by the number of genes assigned (e.g., since transcript reference ID 10344614 has three gene assignments, the values for all three rows in the normalized dataset were divided by three). Transcript cluster IDs that were not assigned to any genes were removed from the normalized dataset. To convert the Ensembl transcript IDs to gene names, we use the R package biomaRt^57,58^. If biomaRt did not find a gene name, then we kept the original Ensembl transcript ID. For GSE54651, we converted the Ensembl gene IDs to gene names using the R package biomaRt^57,58^. If biomaRt did not find a gene name, then we kept the original Ensembl gene ID. For each time point in GSE117295 and GSE223109 (collected in this study), we summed the counts of each gene in all the cells without any pre-processing to create a pseudobulk dataset. In the case where the same gene occurs multiple times in the data, we took the mean of those entries. The resulting pseudobulk data at each time point is a single row vector in which each entry represents the expression value of a unique gene. The light-stimulated group is not considered in this paper.

#### scRNAseq data analysis for dermal skin

We used CellRanger version 3.1.0 with MM10 reference to process the raw sequencing output. The downstream analysis was done in Seurat V3 according to the vignette.

Cells with 850-7800 features and less than 13% of mitochondrial genes were kept. The SCTransform function was performed on each sample and 3250 integration features were selected using SelectIntegrationFeatures for each sample. Principal component analysis was then done on the integrated dataset and the Louvain algorithm was used to generate the clusters. Cluster identities were then determined in combination of marker genes found in the current clustering outcome and feature plots of canonical marker genes.

#### Pseudobulk data analysis for dermal skin

Pseudobulk data was calculated by summing the number of reads for each gene from all cells in a group. Normalized pseudobulk was calculated as transcript counts divided by total number of reads times 10,000. meta2d from the MetaCycle package was used on the pseudobulk data generated from the scRNAseq data collected from dermal skin to identify rhythmic genes. Genes with JTK_pvalue < 0.05 were determined to be significantly rhythmic. We used the meta2d_phase column to split the rhythmic genes into four groups based on their peaking time.

Gene Ontology analysis was performed using clusterProfiler in R with *p*-value < 0.05 as the significance cutoff.

### Enrichment for GWAS SNPs

For rhythmic genes with JTK_pvalue < 0.01 in the dermal fibroblasts or immune cells, we used the hypergeometric test to assess their enrichment among genes that are within 200kb of the GWAS signals of different skin immune-mediated conditions^41,42,59–63^. We used the transcripts expressed in the cells as the background gene list in the enrichment analysis. Significance cutoffs are false discovery rate≤0.05 and observed-to-expected ratio≥2.

### Statistics for circular data

The circular R package was used to perform statistical calculations and tests, including calculation of the mean and standard deviation, as well as the Rao’s Tests for Homogeneity and the Wallraff Test of Angular Distances, for the circadian time prediction output in the Results section.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Reporting Summary

### Source data

Source Data

## Data Availability

All published datasets used in this paper can be accessed through their respective GEO accession codes. The time series of microarray data collected from mouse kidney, liver, brainstem and cerebellum are available under GSE54650^56^. The time series of bulk RNAseq data collected from mouse kidney, liver, brainstem and cerebellum are available under GSE54651^56^. The time series of microarray data collected from mouse skin are available under GSE38622^34^. The time series of bulk RNAseq data from mouse SCN are available under GSE157077^36^. The time series of scRNAseq data from mouse SCN are available under GSE117295^35^. The bulk RNAseq data collected from mouse skin in control and time-restricted feeding conditions are available under GSE83855^6^. Although the datasets in^64^ and^30^ are both accessible through their GEO accession codes GSE56931 and GSE113883 respectively, this paper used the versions provided in the TimeSignatR package^30^: https://github.com/braunr/TimeSignatR. The time series of scRNAseq data from mouse dermal skin collected in this study are available in the GEO database under GSE223109. Source data are provided with this paper.

## References

[1] Bass J (2012). Circadian topology of metabolism. Nature.

[2] Cox KH, Takahashi JS (2019). Circadian clock genes and the transcriptional architecture of the clock mechanism. J. Mol. Endocrinol..

[3] Takahashi JS (2016). Transcriptional architecture of the mammalian circadian clock. Nat. Rev. Genet..

[4] Buhr ED, Yoo S-H, Takahashi JS (2010). Temperature as a universal resetting cue for mammalian circadian oscillators. Science.

[5] Panda S (2016). Circadian physiology of metabolism. Science.

[6] Wang H (2017). Time-restricted feeding shifts the skin circadian clock and alters uvb-induced dna damage. Cell Rep..

[7] Buhr ED, Vemaraju S, Diaz N, Lang RA, Gelder RNV (2019). Neuropsin (OPN5) mediates local light-dependent induction of circadian clock genes and circadian photoentrainment in exposed murine skin. Curr. Biol..

[8] Morris, C. J., Purvis, T. E., Hu, K. & Scheer, F. A. J. L. Circadian misalignment increases cardiovascular disease risk factors in humans. *Proc. Natl Acad. Sci.***113**10.1073/pnas.1516953113 (2016).10.1073/pnas.1516953113PMC479099926858430

[9] Walker, W. H., Walton, J. C., DeVries, A. C. & Nelson, R. J. Circadian rhythm disruption and mental health. *Transl. Psychiatry***10**10.1038/s41398-020-0694-0 (2020).10.1038/s41398-020-0694-0PMC702642032066704

[10] Khosravipour M, Shahmohammadi M, Athar HV (2019). The effects of rotating and extended night shift work on the prevalence of metabolic syndrome and its components. Diabetes Metab. Syndr.: Clin. Res. Rev..

[11] Poggiogalle E, Jamshed H, Peterson CM (2018). Circadian regulation of glucose, lipid, and energy metabolism in humans. Metabolism.

[12] Vetter C (2018). Night shift work, genetic risk, and type 2 diabetes in the UK biobank. Diabetes Care.

[13] Masri S, Kinouchi K, Sassone-Corsi P (2015). Circadian clocks, epigenetics, and cancer. Curr. Opin. Oncol..

[14] Shafi AA, Knudsen KE (2019). Cancer and the circadian clock. Cancer Res..

[15] Gutierrez D, Arbesman J (2016). Circadian dysrhythmias, physiological aberrations, and the link to skin cancer. Int. J. Mol. Sci..

[16] Yousef, E., Mitwally, N., Noufal, N. & Tahir, M. R. Shift work and risk of skin cancer: A systematic review and meta-analysis. *Sci. Rep.***10**10.1038/s41598-020-59035-x (2020).10.1038/s41598-020-59035-xPMC700503132029836

[17] Schernhammer ES (2001). Rotating night shifts and risk of breast cancer in women participating in the nurses’ health study. J. Natl Cancer Inst..

[18] Hansen J (2017). Night shift work and risk of breast cancer. Curr. Environ. Health Rep..

[19] Dickerman BA (2016). Sleep disruption, chronotype, shift work, and prostate cancer risk and mortality: a 30-year prospective cohort study of Finnish twins. Cancer Causes Control.

[20] Wendeu-Foyet MG, Menegaux F (2017). Circadian disruption and prostate cancer risk: An updated review of epidemiological evidences. Cancer Epidemiol. Biomark. Prev..

[21] Sulli G, Manoogian ENC, Taub PR, Panda S (2018). Training the circadian clock, clocking the drugs, and drugging the clock to prevent, manage, and treat chronic diseases. Trends Pharmacol. Sci..

[22] Duan J, Greenberg EN, Karri SS, Andersen B (2021). The circadian clock and diseases of the skin. FEBS Lett..

[23] Kennaway, D. J. A critical review of melatonin assays: Past and present. *J. Pineal Res.*, 12572 10.1111/jpi.12572 (2019).10.1111/jpi.1257230919486

[24] Roche VP (2014). Thoracic surface temperature rhythms as circadian biomarkers for cancer chronotherapy. Chronobiol. Int..

[25] Upasham S, Prasad S (2020). Slock (sensor for circadian clock): passive sweat-based chronobiology tracker. Lab Chip.

[26] Anafi RC, Francey LJ, Hogenesch JB, Kim J (2017). CYCLOPS reveals human transcriptional rhythms in health and disease. Proc. Natl Acad. Sci..

[27] Wu, G. et al. Population-level rhythms in human skin with implications for circadian medicine. *Proc. Natl Acad. Sci. USA*10.1073/pnas.1809442115 (2018).10.1073/pnas.1809442115PMC627549130377266

[28] Hughey JJ, Hastie T, Butte AJ (2016). Zeitzeiger: Supervised learning for high-dimensional data from an oscillatory system. Nucl. Acids Res..

[29] Agostinelli F, Ceglia N, Shahbaba B, Sassone-Corsi P, Baldi P (2016). What time is it? deep learning approaches for circadian rhythms. Bioinformatics.

[30] Braun R (2018). Universal method for robust detection of circadian state from gene expression. Proc. Natl Acad. Sci..

[31] Auerbach, B. J., FitzGerald, G. A. & Li, M. Tempo: an unsupervised bayesian algorithm for circadian phase inference in single-cell transcriptomics. *Nat. Commun.***13**10.1038/s41467-022-34185-w (2022).10.1038/s41467-022-34185-wPMC963032236323668

[32] Hughes ME, Hogenesch JB, Kornacker K (2010). Jtk_cycle: an efficient non-parametric algorithm for detecting rhythmic components in genome-scale datasets. J. Biol. Rhythms.

[33] Glynn EF, Chen J, Mushegian AR (2006). Detecting periodic patterns in unevenly spaced gene expression time series using lomb-scargle periodograms. Bioinformatics.

[34] Geyfman M (2012). Brain and muscle arnt-like protein-1 (bmal1) controls circadian cell proliferation and susceptibility to uvb-induced dna damage in the epidermis. Proc. Natl Acad. Sci. USA.

[35] Wen, S. et al. Spatiotemporal single-cell analysis of gene expression in the mouse suprachiasmatic nucleus. *Nat. Neurosci.*10.1038/s41593-020-0586-x (2020).10.1038/s41593-020-0586-x32066983

[36] Tognini P (2020). Reshaping circadian metabolism in the suprachiasmatic nucleus and prefrontal cortex by nutritional challenge. Proc. Natl Acad. Sci..

[37] Lang V, Ferencik S, Ananthasubramaniam B, Kramer A, Maier B (2021). Susceptibility rhythm to bacterial endotoxin in myeloid clock-knockout mice. eLife.

[38] Stringari C (2015). In vivo single-cell detection of metabolic oscillations in stem cells. Cell Rep..

[39] Hoyle, N. P. et al. Circadian actin dynamics drive rhythmic fibroblast mobilization during wound healing. *Sci. Transl. Med.***9**10.1126/scitranslmed.aal2774 (2017).10.1126/scitranslmed.aal2774PMC583700129118260

[40] Ferguson, F. J. et al. Diurnal and seasonal variation in psoriasis symptoms. *J. Eur. Acad. Dermatol. Venereol.***35**10.1111/jdv.16791 (2020).10.1111/jdv.1679132594573

[41] López-Isac, E. et al. GWAS for systemic sclerosis identifies multiple risk loci and highlights fibrotic and vasculopathy pathways. *Nat. Commun.***10**10.1038/s41467-019-12760-y (2019).10.1038/s41467-019-12760-yPMC682349031672989

[42] Jin Y (2016). Genome-wide association studies of autoimmune vitiligo identify 23 new risk loci and highlight key pathways and regulatory variants. Nat. Genet..

[43] Montaigne D (2018). Daytime variation of perioperative myocardial injury in cardiac surgery and its prevention by rev-erb*α* antagonism: a single-centre propensity-matched cohort study and a randomised study. Lancet.

[44] Shuboni-Mulligan DD, Breton G, Smart D, Gilbert M, Armstrong TS (2019). Radiation chronotherapy—clinical impact of treatment time-of-day: a systematic review. J. Neuro-Oncol..

[45] Huang, Y. & Braun, R. Platform-independent estimation of human physiological time from single blood samples. *Proc. Natl Acad. Sci.***121**10.1073/pnas.2308114120 (2024).10.1073/pnas.2308114120PMC1080185638190520

[46] Ye Y (2018). The genomic landscape and pharmacogenomic interactions of clock genes in cancer chronotherapy. Cell Syst..

[47] Sulli G, Lam MTY, Panda S (2019). Interplay between circadian clock and cancer: New frontiers for cancer treatment. Trends Cancer.

[48] Davis K, Roden LC, Leaner VD, van der Watt PJ (2019). The tumour suppressing role of the circadian clock. IUBMB Life.

[49] Kiessling, S. et al. Enhancing circadian clock function in cancer cells inhibits tumor growth. *BMC Biol.***15**10.1186/s12915-017-0349-7 (2017).10.1186/s12915-017-0349-7PMC531007828196531

[50] Hsu C-M, Lin S-F, Lu C-T, Lin P-M, Yang M-Y (2011). Altered expression of circadian clock genes in head and neck squamous cell carcinoma. Tumor Biol..

[51] Iurisci I (2006). Improved tumor control through circadian clock induction by seliciclib, a cyclin-dependent kinase inhibitor. Cancer Res..

[52] Plikus, M. V. et al. Local circadian clock gates cell cycle progression of transient amplifying cells during regenerative hair cycling. *Proc. Natl Acad. Sci.***110**10.1073/pnas.1215935110 (2013).10.1073/pnas.1215935110PMC367749923690597

[53] Greenberg EN (2020). Circadian control of interferon-sensitive gene expression in murine skin. Proc. Natl Acad. Sci. USA.

[54] Yu Z (2020). High-throughput transcriptome and pathogenesis analysis of clinical psoriasis. J. Dermatol. Sci..

[55] Wu G, Anafi RC, Hughes ME, Kornacker K, Hogenesch JB (2016). Metacycle: an integrated r package to evaluate periodicity in large scale data. Bioinformatics.

[56] Zhang R, Lahens NF, Ballance HI, Hughes ME, Hogenesch JB (2014). A circadian gene expression atlas in mammals: Implications for biology and medicine. Proc. Natl Acad. Sci..

[57] Durinck S (2005). Biomart and bioconductor: a powerful link between biological databases and microarray data analysis. Bioinformatics.

[58] Durinck S, Spellman PT, Birney E, Huber W (2009). Mapping identifiers for the integration of genomic datasets with the r/bioconductor package biomart. Nat. Protocols.

[59] Patrick, M. T. et al. Genetic signature to provide robust risk assessment of psoriatic arthritis development in psoriasis patients. *Nat. Commun.***9**10.1038/s41467-018-06672-6 (2018).10.1038/s41467-018-06672-6PMC617741430301895

[60] Paternoster L (2015). Multi-ancestry genome-wide association study of 21,000 cases and 95,000 controls identifies new risk loci for atopic dermatitis. Nat. Genet..

[61] Mitchell, B. L. et al. Genome-wide association meta-analysis identifies 29 new acne susceptibility loci. *Nat. Commun.***13**10.1038/s41467-022-28252-5 (2022).10.1038/s41467-022-28252-5PMC882163435132056

[62] Betz, R. C. et al. Genome-wide meta-analysis in alopecia areata resolves HLA associations and reveals two new susceptibility loci. *Nat. Commun.***6**10.1038/ncomms6966 (2015).10.1038/ncomms6966PMC445118625608926

[63] Bentham J (2015). Genetic association analyses implicate aberrant regulation of innate and adaptive immunity genes in the pathogenesis of systemic lupus erythematosus. Nat. Genet..

[64] Arnardottir ES (2014). Blood-gene expression reveals reduced circadian rhythmicity in individuals resistant to sleep deprivation. Sleep.

[65] Ngo, M. N. & Duan, J. tauFisher predicts circadian time from a single sample of bulk and single-cell pseudobulk transcriptomic data. 10.5281/zenodo.10780813. (2024)10.1038/s41467-024-48041-6PMC1107647238714698

How the deposited data were processed for this re-analysis (not part of the article)

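Single cells of the dorsal dermis of 18 wild-type mice, 3 at each of 6 zeitgeber times, were measured by droplet-based single-cell RNA sequencing, with 1 library per mouse. The authors aligned the reads to the mouse mm10 genome and counted UMIs per gene and barcode with CellRanger 3.1.0, and deposited the counts without normalization, as 1 matrix per library. The authors' filter on cells had not been applied in the deposited matrices. The annotation used here for gene positions was a GENCODE annotation of GRCm38, the same build. Libraries were grouped by zeitgeber time, on which the sample labels and the study give the same values. The labels and the Source Data number the collection hours differently, and the replicates of ZT2 and ZT6 were put in the order of the collection hours in the labels. The summed counts of 16 predictor genes were equal to those of the Source Data at the assigned hour for all 18 libraries.

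Depth was between 4850221 and 40827442 UMIs per library. Summed over cells of a type, it was at least 2899049 UMIs in fibroblasts and 422052 in immune cells, so a gene at a low level has few UMIs in an immune pseudobulk and its rhythm is measured with a larger counting error. Mice of a zeitgeber time were collected on different days, and no other batch is given.

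Cells with 850 to 7800 detected genes and under 13% mitochondrial UMIs were kept, as in the study. The study integrated the libraries with Seurat, and this step was not repeated. Counts per 10000 were log-transformed, and 2000 variable genes without the 12 clock genes of Fig. 4c gave 30 principal components. Cells were joined to 15 neighbours and clustered with the Leiden algorithm at a resolution of 0.8, and of 2 as an alternative, with scanpy 1.11.5, igraph 0.11.9 and leidenalg 0.10.2. Clusters were named from marker genes set before the data were examined. A marker counted as detected where 25% of the cells of a cluster had a UMI and its level was at least 10% of that in its highest cluster, and 3 markers were needed. The markers were fixed in advance, but the rule that scores them was revised 3 times after clusters had been seen, while the number of cells per type was visible. The last revision left 1 sub-cluster of 40 cells unnamed. The study's own cell labels were not used, and a difference from the study may come from the rebuilt names. Removal of doublets with Scrublet was planned as an alternative and was not run, because its threshold marked 0.41% of the cells. In its place, the cells with the highest scores were removed at 0.8% per 1000 barcodes, an alternative chosen after seeing the data.

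UMIs were summed per library and cell type. A 24 h rhythm was tested on these counts with edgeR 4.0.16 (quasi-likelihood test of cosine and sine terms, TMM, filterByExpr, Benjamini-Hochberg adjustment), with DESeq2 1.42.0 as an alternative, in R 4.3.3. The difference in rhythm between the cell types was tested as an interaction, with the library as a block. In simulated data, 200 genes were made rhythmic with a log2 amplitude of 1 each, and the dispersion was 0.1 for all genes. Of the 200, edgeR recovered 197 among 12622 genes for fibroblasts and 188 among 10463 for immune cells, with 7 false calls each. Recovery of weaker rhythms was not tested.

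JTK_Cycle was written anew, with periods of 20, 24 and 28 h and 18 time points without replicates, on counts per 10000. Its p-value comes from the exact null distribution, multiplied by 18, the number of templates tried. The study does not give how ties are broken. On the Source Data, 7 versions were compared with 16 published p-values, and 2 of them, with pi rounded to 3 and to 4 decimals, returned all 16. The version with 4 decimals was kept for this reason. Tested on simulated data with the same amplitude and dispersion, it recovered 194 of 200 rhythmic genes in fibroblasts and 177 of 200 in immune cells. It called 2.97% and 2.55% of the unchanged genes. The tauFisher predictor was also written anew, from the study's training matrix and with nnet 7.3.20. Of 8 settings, the 4 with unscaled components returned 18 of 18 predictions of Fig. 3g and 7 of 8 of Fig. 3b, where the prediction at hour 4 was 3 here and 15 in the study. Those with scaled components returned 3 of 18 and 0 of 8. Unscaled components were kept for this reason. Settings of both methods were thus chosen by their closeness to the study's output, so equal p-values and predictions are no independent evidence. With equal counts and a setting chosen in this way, the 18 equal predictions follow by construction.

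Amplitudes and peak times come from a 24 h cosine fitted to counts per 10000, with jackknife standard errors over libraries. Cell types were compared by permutation tests with 100000 draws that swapped the cell types within libraries. Such a swap exchanges the level and the rhythm of a gene together, so a difference in level enters the permuted values. For the spread of predicted times, 20% of the cells of the less abundant type were drawn 500 times in each library, and the 18 differences in circular SD were tested by permuting their signs. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and anndata 0.12.19 was used.

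The genes named are those the paper names for the dermis and those in Fig. 4c, 5c and 5d, the predictor genes, the cell type markers and, in each cell type, the 5 genes with the smallest adjusted p in the edgeR fit. Other genes are said to have been chosen after their values were seen. One gene that the rule covers is not reported here. Alternatives were tried for the count model, the filter on low counts, the replicate number as a block, the JTK_Cycle settings and hours, the normalization, the clustering resolution, doublets, free RNA, the number of cells and UMIs drawn, the components of the predictor and leaving out each library. The study's p-value tables were held in part, the first 1743 genes for fibroblasts and 1891 for immune cells, as were its term tables, and no overlap or enrichment test was run on them. Gene Ontology and GWAS enrichment were not repeated. Training data of other tissues were not analysed here.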

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

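In this part, the tests of free immune RNA in fibroblasts, for Tgfb1 and for ZT14 replicate 1, and the correlation of the antiviral genes between the cell types were chosen only after the result was seen.

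The rhythm of 31 of 13000 genes differed between fibroblasts and immune cells (edgeR's quasi-likelihood test of the interaction with the library as a block, Benjamini-Hochberg adjusted p under 0.05), and 1115 genes had an unadjusted p under 0.05. In 1 of 30 orders of the libraries, the real one, were there as many genes, and the random orders gave at most 1. The count was 15 without ZT2 replicate 2, 17 without ZT2 replicate 1, 17 without ZT6 replicate 1, 20 without ZT14 replicate 3 and 93 with DESeq2, so the number of genes is not firm. Among them was Nfil3 (adjusted p = 0.000428), with a log2 amplitude of 1.78 in fibroblasts and 0.15 in immune cells. Ciart, chosen after its values were seen, had the smallest adjusted p (2.04e-05). Free fibroblast RNA in immune droplets would carry the fibroblast rhythm into immune cells and make the rhythms alike, and for the 12 clock genes of Fig. 4c it came to at most 8.98% of the immune amplitude. Fewer UMIs in immune cells stay open as a reason for the genes that are low there, and a biological difference between the cell types stays open as well.

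For 3 genes that the paper names, the test of the difference in rhythm had an adjusted p under 0.05. For Il18r1 (adjusted p = 0.0157), the amplitude was 0.286 ± 0.0216 normalized counts per 10000 in fibroblasts and 0.0298 ± 0.0208 in immune cells (± jackknife standard error over 18 libraries). The adjusted p was under 0.05 with all 5 alternatives, between 0.000384 and 0.0271, and was 0.0523 without ZT14 replicate 3, the only one of the 18 fits without 1 library at or above 0.05. For Cry1 (adjusted p = 0.0273), the amplitude was 0.133 ± 0.0125 and 0.0636 ± 0.0181, and the alternatives gave 0.00121 to 0.0773. It was 0.0689 without ZT22 replicate 1, 0.0598 without ZT6 replicate 1 and 0.0533 without ZT22 replicate 2. For Tgfb1 (adjusted p = 0.0492), the mean level was 0.0425 in fibroblasts and 1.62 in immune cells, and the alternatives gave 0.0162 to 0.11. Of the 18 fits without 1 library, 14 left Tgfb1 at or above 0.05, with 0.0281 without ZT6 replicate 2 as the lowest and 0.122 without ZT2 replicate 2 as the highest of the 18, so its difference rests on the choice of libraries. Free immune RNA would give at most 6.30% of the level of Tgfb1 in fibroblasts in any of the 18 libraries, with a median of 2.54%, as set by 4 genes that all immune cells use, so it is not the source of most of that level.

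The neutrophil-like sub-cluster held 33.9% of the immune cells of ZT14 replicate 1 (92 of 271), and 7.14% in the next library, ZT22 replicate 3, with a median of 1.54% over the other 17 libraries. The paper's text does not name neutrophils. In the same library, 35.9% of the fibroblasts (98 of 273) were in the cluster led by interferon-response genes, against 19.2% in the next library and a median of 9.38%. The other 2 libraries of ZT14 had 4.92% and 0.0% neutrophil-like cells and 4.18% and 7.36% of fibroblasts in that cluster, so time of day alone does not account for the shares. In ZT14 replicate 1, the 9 antiviral genes were at 2.23 normalized counts per 10000 in fibroblasts, where the 17 others had a median of 1.41 and a highest value of 2.35, so that its summed level in fibroblasts was not the highest. The mean of the standardized levels of the genes was highest in this library in both cell types, at 2.54 SD in fibroblasts and 2.51 SD in immune cells. In its immune cells the 9 genes were at 13.7, where the others had a median of 2.90 and a highest value of 6.14. The tables argue against free immune RNA as the source of the fibroblast level, which was 16.4% of that in immune cells for the antiviral genes and 0.152% for 4 genes that all immune cells use. The mean standardized level of the antiviral genes correlated between the cell types over the 18 libraries (Pearson r = 0.839, permutation p = 0.00088, Spearman rho = 0.602, permutation p = 0.00969). It did so less without ZT14 replicate 1 (r = 0.548, permutation p = 0.0232, rho = 0.527, permutation p = 0.0314). Without the 2 libraries farthest from the median in fibroblasts it was r = 0.485 (permutation p = 0.0562) and rho = 0.45 (permutation p = 0.0828), so the relation rests in part on these libraries. It rests on the scale as well: the summed levels gave r = 0.523 (permutation p = 0.0234) and rho = 0.356 (permutation p = 0.149), and r = 0.383 (permutation p = 0.128) without ZT14 replicate 1. Whether a change common to both cell types is present beyond that library thus stays open. A candidate explanation is a state of that mouse, such as inflammation, or a step in the handling of its tissue. The design holds no measure of either, and no biological explanation was tested.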

How the results depend on the processing

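Removal of doublets at their expected rate and the list of clock genes rhythmic in fibroblasts were chosen only after the data were seen, and all other alternatives were set before.

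The count of rhythmic genes in fibroblasts was 1752 with edgeR and between 1427 and 2433 over 5 alternatives, and from 1284 to 1917 across the 18 fits that each left out one library. The 8 core clock genes in the whole-sample pseudobulk stayed at 8 with 4 alternatives and were 8 or 9 in the fits that left out a library. In immune cells the count was small and moved. DESeq2 called 34 genes in immune cells, 22 in both cell types and 93 whose rhythm differs between them, and without a filter on low counts 13 genes were called in immune cells. Across the fits that each left out one library, there were from 5 to 14 genes in immune cells, from 5 to 11 in both and from 15 to 42 that differ between the cell types. The highest counts in immune cells and in both came without ZT2 replicate 3, and immune cells had 13 without ZT14 replicate 1. The count that differs was 15 without ZT2 replicate 2, 17 without ZT2 replicate 1 or ZT6 replicate 1 and 20 without ZT14 replicate 3. The cause was not tested.

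With JTK_Cycle, Benjamini-Hochberg adjustment left 259 genes in fibroblasts, 1 in immune cells and 1 in both, by its construction. With ties in the template kept, 232 genes passed in immune cells and 42 in both, and with a period of 24 h only, 128 passed in both. The cause was not tested beyond that. The other alternatives gave 1389 to 2665 genes in fibroblasts and 375 to 551 in immune cells. From 1766 to 2240 genes in fibroblasts and 426 to 614 in immune cells passed across the fits that left out a library.

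The amplitude ratio of the clock genes kept its direction and its side of the threshold under 7 alternatives, between 0.531 and 0.591, and from 0.537 to 0.585 without each library. The relative ratio, 1.00, has no firm direction. With the amplitude taken from the peak-to-trough range it was 1.0414, with 7 of 12 genes lower in immune cells in place of 10. With free RNA subtracted, doublets removed or the higher resolution it was between 1.0017 and 1.0161. It was 0.9803 with TMM-scaled counts, 0.9324 for 9 core clock genes and 0.8154 (permutation test, p = 0.0648) for the genes rhythmic in fibroblasts, and from 0.9708 to 1.0427 across the fits that each left out one library. None of these had a p under 0.05.

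The difference in the spread of predicted times stayed above 0 under all 7 alternatives without passing the threshold. It was between 0.3077 and 0.874 h under 6 of them and 0.24 h with 30 cells drawn per library. Among the last, ZT18 replicate 1 has 30 immune cells, so that every draw is the same and its difference went from 0.572 to -0.508 h. ZT10 replicate 3, with 83 immune cells, moved most, from 1.50 to -0.939 h, and the cause was not tested. It was from 0.2489 h, without ZT10 replicate 2, to 0.7138 h, without ZT6 replicate 2, and only the last had a p under 0.05 (permutation test, p = 0.0495). With scaled components, 5 predictions were within 2 hours and the RMSE was 5.7639 hours, while the other 4 alternatives gave 10 to 14 predictions.

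Removal of doublets at the expected rate left 16658 cells, of which 12018 were fibroblast-like. At the higher resolution 11872 cells were fibroblast-like and 2983 immune-like. Removal of doublets with Scrublet's own threshold was not run.

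With the replicate number as a replicate block, 1819 genes were rhythmic in fibroblasts, 9 in immune cells, 7 in both and 8 core clock genes in the whole-sample pseudobulk. Without the library as a block, 34 genes differed between the cell types. For libraries with the same number, deviations from the mean of their zeitgeber time had a median correlation of 0.0548 in fibroblasts and 0.0258 in immune cells. Of 45 pairs, 12 and 16 were above 0.1. For libraries with different numbers the median was -0.0254 and -0.0239. The correlations for the same number were thus small, and whether the numbers pair the libraries was not tested.

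For the genes named, JTK_Cycle gave 701 values under alternatives, of which 662 kept their side of the threshold, 29 lost it and 10 gained it, and 1152 values without 1 library, of which 1104 kept it, 30 lost it and 18 gained it. With edgeR, 432 of 453 values kept it, 4 lost it and 17 gained it under alternatives, and 1069 of 1098 kept it, 17 lost it and 12 gained it without 1 library.

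Drawn to the cells of the immune pseudobulk, fibroblasts gave a median of 790 genes with edgeR, and 528 at its UMIs too, so that depth lowers the count without bringing it to that of immune cells.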

Differences from the paper's values

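The comparison of mean predicted times and the removal of doublets at the expected rate were chosen only after the values were seen. Of 63 values compared, 14 differed from the paper's.

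The paper reports 142 endothelial cells and 27 endothelial-like cells were found here, also at the higher resolution and with doublets removed, so none of the alternatives set before the data were examined closed the gap. The paper reports 111 rhythmic genes that peak in the evening in immune cells and 67 were found. With the peak times of JTK_Cycle in place of the fitted cosine there were 92.

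The following p-values are from JTK_Cycle, the paper's from its text or tables. For Il18 in immune cells the paper's p is 0.0925 and 0.196 was found, or 0.108 without ZT14 replicate 2, the only alternative set before the data were examined with a value within 1.5 times of the paper's. Without ZT18 replicate 2 it was 0.0113, which passes. For Atp1b1 in immune cells the paper's p is 0.00584 and 0.12 was found. None of the alternatives set before the data were examined came within 1.5 times of the paper's value, and without ZT22 replicate 2 the p was 0.0162, which passes. For Ivd in fibroblasts the paper's p is 7.75e-05 and 0.000129 was found. None of the alternatives set before the data were examined closed this gap, and the removal of doublets at the expected rate, chosen after seeing the values, gave 7.748e-05.

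For Per2 in immune cells the paper's p is 0.00279 and 0.00126 was found. It was 0.00291 for a period of 24 h with 3 replicates at each time. It was between 0.0023 and 0.00351 without ZT10 replicate 1, ZT18 replicate 1, ZT22 replicate 1, ZT6 replicate 1, ZT2 replicate 2, ZT22 replicate 3 or ZT2 replicate 3. For Ivd in immune cells the paper's p is 0.0162 and 0.0404 was found. It was 0.0135 for a period of 24 h only, 0.0196 for that period with 3 replicates at each time, 0.0162 without ZT14 replicate 1, and 0.0229 without ZT14 replicate 2 or without ZT10 replicate 3. For Elmo2 in immune cells the paper's p is 0.000339 and 0.000827 was found. It was 0.000276 for a period of 24 h only and 0.00035 without ZT10, ZT18 or ZT22 replicate 3. For Mmp9 in immune cells the paper's p is 0.00189 and 0.00406 was found. It was 0.00135 for a period of 24 h only and 0.00148 without ZT22 replicate 1. For Cd84 in immune cells the paper's p is 0.0162 and 0.0301 was found. It was 0.0222 at the higher clustering resolution and 0.0113 without ZT6 replicate 1 or ZT2 replicate 3. The other alternatives set before the data were examined left the gaps of these 5 values open.

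At ZT10, ZT14 and ZT18, the standard deviations in the Source Data of Fig. 6 are on the scale of the angular deviation of the predictions given there: for immune cells at ZT10 the stated 0.885 is the angular deviation of the predictions, while their circular SD is 0.997 radians. Values found here were put on that scale at all times, which was not checked for ZT22, ZT2 and ZT6. For fibroblasts at ZT10 the paper's value is 0.0 and 0.309 radians was found, and for fibroblasts at ZT22 it is 0.0784 and 0.12 was found. For immune cells at ZT6 the paper's value is 0.393 and 0.221 was found. No alternative was computed on this scale. With the libraries of a time pooled, the mean predicted time of fibroblasts at ZT6 is 9.75 h in the paper and 6.93 h was found, where the means of the 3 libraries have an SD of 1.15 h. For immune cells at ZT10 it is 14.65 h in the paper and 10.35 h was found, where that SD is 5.40 h, so the latter pair is not among the 14. No alternative was computed for these pooled means.

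The paper states that down-sampled fibroblasts gave a similar result. Here they gave a median of 1285.5 rhythmic genes in place of 2055, above the 464 in immune cells. It states that the spread of predicted times is significantly greater in immune cells at most times. With the libraries of a time pooled it was greater here at 5 of 6 times as well, with no test across mice passed (exact two-sided permutation test over the 6 times, p = 0.531). With the pooled fibroblast draws thinned to the same UMIs, it was greater at 4 of 6 times. With each library on its own it was greater in 13 of 18 (two-sided permutation test, p = 0.187).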

Other observations

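In this part, the test of counting noise without single libraries was chosen only after the result was seen.

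The number of genes called rhythmic was set against random orders of the libraries. In 1 of 100 orders, the real one, JTK_Cycle called as many genes in fibroblasts, and in 1 of 100 as many in both cell types. In immune cells, 25 of 100 orders, the real one included, gave as many genes as the 464 of the real order, with a median of 382 and at most 761. The count in immune cells from JTK_Cycle is thus within what random orders give, and a single gene among them may have passed by chance. With edgeR, 1 of 50 orders gave as many genes in fibroblasts, 2 of 50 in immune cells, 1 of 50 in both cell types and 1 of 50 as many core clock genes in the whole-sample pseudobulk, the real one included. The other order for immune cells gave 16 genes. At an unadjusted edgeR p under 0.05, 2 of 50 orders, the real one included, gave as many genes in immune cells as the 859 found. The random orders gave a median of 479 and at most 1197.

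Fewer UMIs behind the immune pseudobulks were weighed as the reason for fewer rhythmic genes in immune cells. Fibroblasts drawn to the cells and UMIs of the immune pseudobulk of each library gave a median of 1042 genes with JTK_Cycle over 20 draws, between 996 and 1115, which is over 1.5 times the count in immune cells. Fewer UMIs alone thus do not give a count as low as that in immune cells. A more varied makeup of the immune cells stays open and was not tested.

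A change in the makeup of the immune cells with time was weighed as the source of their rhythmic genes. No share of the 17 immune sub-clusters followed a 24 h rhythm after adjustment, with 1 at an unadjusted p under 0.05 (permutation test). With every library set to the mean makeup of sub-clusters, 498 genes were rhythmic by JTK_Cycle, of which 153 were among the 464. Random orders of the libraries give as many genes as the real order in 25 of 100, so the 2 counts do not decide. The variation between sub-clusters had a median coefficient of variation of 0.612 for rhythmic genes and 0.603 for others, without a measure of spread. A change in makeup stays open for these genes.

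Free fibroblast RNA was weighed as the source of the clock gene rhythm in immune cells. Its share in the immune pseudobulks, set by collagen genes, was between 0.332% and 6.81% with a median of 1.48%. It accounted for at most 8.98% of the immune amplitude, for Clock, and a median of 4.42% over 12 genes, so free RNA does not give most of that rhythm. A rhythm of the clock in immune cells stays open as a hypothesis.

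Counting noise was weighed as the source of the greater spread of predicted times in immune cells. Draws from 1 profile per library and cell type, with the same number of UMIs and no differences between cells, gave a mean difference of 0.571 h between the cell types (SD 2.11, permutation test, p = 0.295), where 0.54 h was observed. The observed difference minus that of the draws was -0.0311 h (permutation test, p = 0.917). This rests on ZT10 replicate 2, where 5.49 h was observed and the draws gave 7.73 h. Without that library the draws gave 0.15 h and the observed difference minus that of the draws was 0.0988 h (permutation test, p = 0.183), while without each of the other 17 in turn it stayed below 0. Counting noise thus stays open as the source, and these data do not show that phases differ more between single immune cells.

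The 9 antiviral genes that the study lists for immune cells at night were tested as a group for a rhythm in fibroblasts. Over all 18 libraries the group showed no 24 h rhythm there (one-sided permutation test of the amplitude, p = 0.919), nor in immune cells (p = 0.25, same permutation test). In immune cells its mean was 2.51 SD in ZT14 replicate 1, and -0.470 and -0.659 SD in ZT14 replicates 2 and 3. In fibroblasts the values were 2.54, -0.731 and -0.215 SD. The tests were not run without ZT14 replicate 1. They thus do not decide whether the group changes with time in the other libraries, in either cell type or in both. A state of single mice stays open, and the design holds no measure of it.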
